# Stress response to CO_2_ deprivation by *Arabidopsis thaliana* in plant cultures

**DOI:** 10.1371/journal.pone.0212462

**Published:** 2019-03-13

**Authors:** Souvik Banerjee, Oskar Siemianowski, Meiling Liu, Kara R. Lind, Xinchun Tian, Dan Nettleton, Ludovico Cademartiri

## Abstract

After being the standard plant propagation protocol for decades, cultures of *Arabidopsis thaliana* sealed with Parafilm remain common today out of practicality, habit, or necessity (as in co-cultures with microorganisms). Regardless of concerns over the aeration of these cultures, no investigation has explored the CO_2_ transport inside these cultures and its effect on the plants. Thereby, it was impossible to assess whether Parafilm-seals used today or in thousands of older papers in the literature constitute a treatment, and whether this treatment could potentially affect the study of other treatments.For the first time we report the CO_2_ concentrations in Parafilm-sealed cultures of *A*. *thaliana* with a 1 minute temporal resolution, and the transcriptome comparison with aerated cultures. The data show significant CO_2_ deprivation to the plants, a drastic suppression of photosynthesis, respiration, starch accumulation, chlorophyll biosynthesis, and an increased accumulation of reactive oxygen species. Most importantly, CO_2_ deprivation occurs as soon as the cotyledons emerge. Gene expression analysis indicates a significant alteration of 35% of the pathways when compared to aerated cultures, especially in stress response and secondary metabolism processes. On the other hand, the observed increase in the production of glucosinolates and flavonoids suggests intriguing possibilities for CO_2_ deprivation as an organic biofortification treatment in high-value crops.

## Introduction

Thousands of papers each year (~14500 since 2014[1]) use plant cultures in Petri dishes–seeds (typically of *Arabidopsis thaliana*) germinated in sealed, square, vertically held, gel plates–as a model system. The simplicity, throughput, frugality, practicality, transparency, and sterility of this protocol has made it widely adopted to study the biology of plant development (e.g., root formation[2]), stress response (e.g., drought[3]), and interactions with other organisms (e.g., rhizosphere interactions[4, 5]). In order to avoid drying and contamination, these cultures are sealed usually by a film of paraffin (commercially known as Parafilm) or porous tape (commercially known as Micropore tape).

Parafilm was the recommended seal for *A*. *thaliana* cultures as recently as five years ago[6], and was nearly universally used in earlier studies that are referenced and studied today. A significant portion of the experimental plant biology community is not aware of the extent of stress that Parafilm seals can induce on plant cultures[7–9]. Parafilm-sealed cultures are still widely used in high profile publications and by prestigious laboratories, and are still the standard tool to study volatile-based plant-microbe interactions *in vitro*[4, 10, 11]. The “aeration issue” is often thought to be effectively mitigated by shorter term cultures or by focusing on pathways that are not directly associated with photosynthesis. Remarkably, the magnitude of the effects of Parafilm seals on transcription and phenotypes, and on the dynamics of CO_2_ uptake and release by *A*. *thaliana* cultures has not been reported until now.

This characterization of the phenotypic and transcriptomic response to CO_2_ deprivation in *A*. *thaliana* could be valuable for three reasons: (i) reevaluating old and new reports that use Parafilm-sealed *A*. *thaliana* cultures, where CO_2_ deprivation could modify the effects of the same treatments in less stressful environments; (ii) understanding the biological response of plants to CO_2_ deprivation[12, 13] that is observed, for example, in crop canopies[14, 15]; (iii) assessing the effects of Parafilm-seals on modern studies of volatile-based microbe-plant interactions[4, 5]; (iv) obtain a better understanding of plant response to CO_2_ scarcity in the past[16, 17]. In this work, we have engineered square Petri dishes (10 cm×10 cm) for active aeration (described in the Materials and Methods section) of *A*. *thaliana* plant cultures and compared them with Parafilm and Micropore tape wrapped plant cultures (plant cultures in Petri dishes were kept in an upright position) for characterization of stress response to CO_2_ deprivation.

## Results and discussion

Photosynthesis and respiration strongly modify the concentration of CO_2_ ([CO_2_]) inside Petri dish cultures of *A*. *thaliana* (15 plants per dish, 0.5 Murashige-Skoog nutrient medium with 1% by weight of sucrose[18]). Fig 1A shows that the [CO_2_] inside the dishes undergoes very significant changes at the onsets of light and dark periods, which increase in magnitude with the development of the plants.

**Fig 1:**
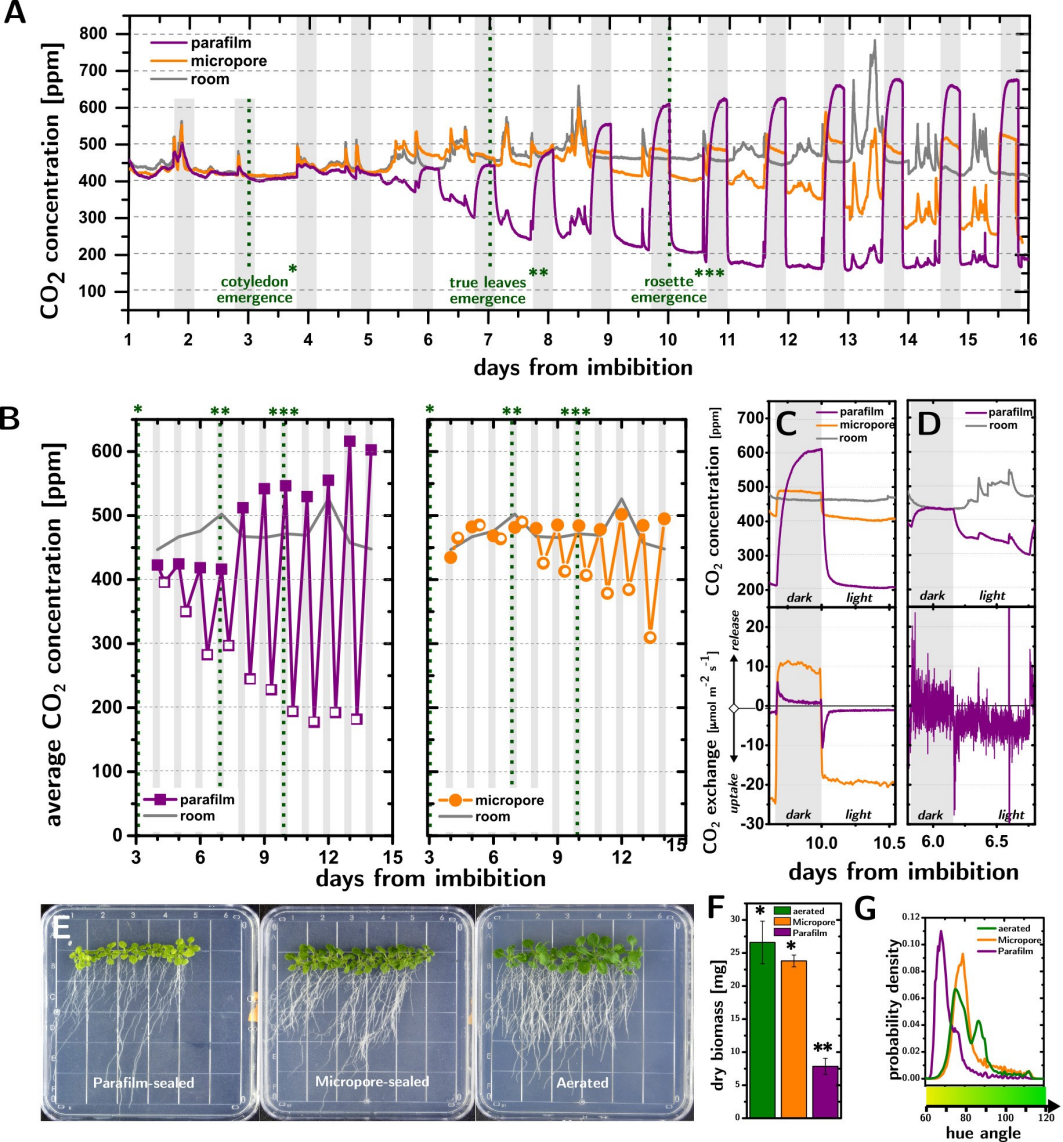
CO_2_ deprivation in Petri dish cultures of *A*. *thaliana*. **A.** Time evolution of the CO_2_ concentrations in Parafilm-sealed (purple) and Micropore-sealed (orange) Petri dishes containing 15 *A*. *thaliana* (Col-0) plants, compared to room concentration (grey). **B.** CO_2_ concentrations averaged over the light periods (empty points) and dark periods (filled points). **C.** CO_2_ concentration (top plot) and CO_2_ exchange rates (bottom plot) at day 10 in Parafilm-sealed and Micropore sealed dishes. The Parafilm-sealed dishes experience severe suppression of both photosynthetic and respiratory rates, as compared to Micropore-sealed dishes. White and grey background shadings indicate light and dark periods, respectively. Different number of asterisks indicate three stages of development namely cotyledon emergence, true leaves emergence, and rosette emergence. **D.** CO_2_ concentration (top plot) and CO_2_ exchange rates (bottom plot) at day 6 in Parafilm-sealed dishes. The mild depletion of CO_2_ seen in the top plot, is still accompanied by severe suppression of photosynthetic CO_2_ uptake and respiration (bottom plot). **E.** Photographs of Parafilm-sealed, Micropore-sealed, and aerated plates. **F.** Dry biomass. Different numbers of asterisks above the histograms indicate a significant difference (P<0.05, Students t-test) between the treatments. **G.** Hue distribution for the leaves of *A*. *thaliana* cultures in Parafilm-sealed, Micropore-sealed, and aerated plates.Probability density indicate the probability density function of the hue angle variable (obtained using the “ksdensity” function in Matlab with a bandwidth of 0.8).

When using Parafilm seals, the [CO_2_], averaged over the light period (Fig 1B, open purple squares), decreases from 396 ppm to 177 ppm between the emergence of the cotyledons (day 4) and the emergence of the rosettes (day 11), after which it stops decreasing (RuBisCO binds preferentially to O_2_ when [CO_2_]<200ppm, preventing carbon fixation[19]). With Micropore seals instead, the depletion of the [CO_2_] averaged over the light period (Fig 1B, open orange circles) becomes only evident when the first true leaves emerge (day 7), after which it decreases by approximately 26 ppm per day to reach 305 ppm at day 14. Respiration increases significantly the [CO_2_] in the cultures during the dark periods (Fig 1B, filled points), especially with Parafilm seals, where [CO_2_] can reach values higher than 600 ppm. While these changes in [CO_2_] are a function of the number of plants and their age, we observed that even 5 plants cause [CO_2_] to decrease below 200 ppm at day 11 (S5A Fig) in Parafilm-sealed dishes.

Importantly, the respiration of the experimenters (cf. day 13 in Fig 1A) caused significant fluctuations of the [CO_2_] in the cultures, especially in those sealed with Micropore tape.

Measurements of [CO_2_] with 60 s time resolution provide insight into the kinetics of CO_2_ uptake and release by the cultures and how they are affected by the seals. The top panel of Fig 1C compares the [CO_2_] changes in Micropore- and Parafilm-sealed cultures in response to the transition between light and dark periods at day 10. [CO_2_] decreases and increases rapidly as the light is switched on and off (as fast as -6.0 ppm/min and +3.7 ppm/min), but these changes slow down less than 2 hours after each transition.

The different shape of the [CO_2_] traces obtained for the different seals suggest that CO_2_ exchange by the plant could be affected by CO_2_ deprivation. By independently measuring the effective diffusivity of the seals to CO_2_ and the area of the leaves vs time, we were able to estimate the total exchange of CO_2_ by the plants (i.e., the μmoles exchanged by 1 m^2^ of leaf area per unit second, J_plant_, here defined as the sum of the photosynthetic and respiration rates, J_photos._<0 and J_resp._>0, respectively) as a function of time (Fig 1C, bottom panel).

The results from the two seals are strikingly different. In Micropore-sealed cultures, J_plant_ reaches a steady state (10±1 μmol·m^-2^·s^-1^ in dark and -19.3±0.9 μmol·m^-2^·s^-1^ in light) within 20 minutes of the light turning off and on. With Parafilm seals, the exchange of CO_2_ is instead strongly dependent on time: J_plant_ increases to a maximum value (8.19 μmol·m^-2^·s^-1^) within 3 minutes of the lights turning off, only to then decrease exponentially (R^2^ = 0.96, time constant = 44±1 min) by an order of magnitude (0.86±0.01 μmol·m^-2^·s^-1^). A strikingly similar behavior is observed during the light period, where J_plant_ reaches a maximum uptake value (-11.33 μmol·m^-2^·s^-1^) within 9 minutes of the lights turning on, only to reduce exponentially (R^2^ = 0.996, time constant = 28±1 min) by an order of magnitude (-1.080±0.003 μmol·m^-2^·s^-1^). The steady state value of J_plant_ during the light period and dark period for Parafilm-sealed dishes (-1.080±0.003 μmol·m^-2^·s^-1^ and 0.86±0.01 μmol·m^-2^·s^-1^) are 20 and 12 times lower than in Micropore-sealed dishes (-19.3±0.9 μmol·m^-2^·s^-1^ and 10±1 μmol·m^-2^·s^-1^), respectively, demonstrating a significant reduction of the photosynthetic rate and metabolism in Parafilm-sealed dishes.

Remarkably, the low CO_2_ exchange observed in Parafilm-sealed dishes occurs even when the [CO_2_] measured by the sensor is in a physiological, RuBP-regeneration-limited, range [19–21]. Fig 1D shows the [CO_2_] and J_plant_ for a Parafilm-sealed dish at day 6. While the [CO_2_] decreases from 433 ppm to 351 ppm as the light is turned on, uptake increases to a maximum (-27.7 μmol·m^-2^·s^-1^) only to decrease exponentially over time to a much lower value (-4.40±0.04 μmol·m^-2^·s^-1^). This result points to the formation of a CO_2_-depleted boundary layer[22] at the surface of the leaf in Parafilm-sealed dishes, which causes CO_2_ deprivation even when the bulk atmosphere is not depleted of CO_2_. This finding shows that early stages of Parafilm-sealed cultures are *not* protected from alterations to their CO_2_ metabolism.

Suboptimal levels of CO_2_ lead to leaf discoloration and stunted growth of *A*. *thaliana* in Parafilm-sealed dishes. Fig 1E shows *A*. *thaliana* (Col-0) cultures grown in Parafilm-sealed and Micropore-sealed dishes, compared to an aerated culture. Beside the difference in biomass (after three weeks, aerated cultures were 3.38 times larger than Parafilm-sealed cultures, p = 5·10^−4^, and not significantly larger than Micropore-sealed cultures, cf. Fig 1F), the hue distributions (Fig 1G) show that the aerated cultures are greener than the Micropore-sealed ones, which are much greener than the Parafilm-sealed cultures.

Because O_2_ levels in the Petri dishes are essentially constant in all the conditions we tested (S10 Fig), our first hypothesis was that the primary cause of these phenotypic changes is CO_2_ deprivation, which is expected to affect photosynthesis[23, 24], carbohydrate metabolism[25], and lead to photooxidative stress[26]. Further analysis of gene expression and metabolite production reveal a broad and systemic stress response in Parafilm-sealed dishes.

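Shoots of *A. thaliana* (Col-0) grown in Parafilm-sealed dishes without air flow and in actively aerated dishes were sequenced in 4 replicates per treatment, with 10 plants per replicate. The authors mapped single-end reads to the TAIR10 genome, counted them on Araport11 genes and transposons, and divided the counts of each library by its DESeq2 size factor (median of ratios). The deposited values are these normalized counts, rounded to 1 decimal, for 33296 genes, of which 7508 were at 0 in every library. The values of each library are multiples of a single step, the inverse of its size factor, so that the reads behind them could be recovered. Between 99.82% and 100% of the values above 0 corresponded to whole reads. Between 34330463 and 60255788 reads were recovered per library, with a median of 44035543 in aerated and 45635546 in Parafilm-sealed plants. For the comparison of the treatments, log2 of the normalized counts plus 1 was fitted with limma (moderated test with a mean-variance trend), and p values were adjusted by the Benjamini-Hochberg method. The test covered the 20160 genes with at least 10 normalized counts in at least 4 libraries. Log2 fold changes are positive where expression was higher in Parafilm-sealed plants. Symbols and coordinates are from the TAIR10.1 reference, whose gene table held 33011 of the 33296 identifiers (99.1%). The columns of the deposited table carry library numbers and not replicate numbers, so no library of a treatment was paired with one of the other.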

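In the comparison of the 4 Parafilm-sealed with the 4 aerated replicates, 1588 genes had an adjusted p value under 0.05 and a fold change of at least 2. Of these DEGs, 1057 were higher and 531 were lower in Parafilm-sealed plants, a share of 66.6% upregulated (95% Wilson confidence interval 64.2% to 68.8%). This interval covers counting error only and not the spread between replicates. With a replicate left out, the share ranged from 60.1% to 69.7%. Among all 20160 tested genes, the counts of the 2 treatments did not overlap in 5501 (27.3%), where chance gives 2.9%. The first principal component of the log2 values held 54% of the variance and separated the treatments. With each replicate left out in turn, between 1308 and 1708 DEGs were found, and 1034 of the 1588 DEGs (65.1%) were found in all 8 of these fits. The fold change threshold moved the count most: without it, 4508 genes had an adjusted p value under 0.05, of which 55.2% were upregulated. Among DEGs with a mean CPM of at least 5 and no overlap between the treatments, the largest increase in this fit was that of XTH18 (AT4G30280, chromosome 4, 14825757 to 14827211), a xyloglucan endotransglucosylase/hydrolase. Its normalized counts were 16096 ± 1451 (SD, n = 4) in Parafilm-sealed and 776 ± 201 (SD, n = 4) in aerated plants. This is a log2 fold change of 4.40 (standard error 0.16, adjusted p = 2e-06, limma). The log2 fold change was 4.29 for AT5G36925, 4.16 for the allene oxide cyclase gene AOC3 (AT3G25780), 4.15 for the lipoxygenase gene LOX4 (AT1G72520) and 4.06 for AT2G32210. The largest decrease among these DEGs in this fit was that of LTP4 (AT5G59310, chromosome 5, 23924990 to 23925957), a lipid transfer protein gene. Its normalized counts were 144 ± 152 (SD, n = 4) in Parafilm-sealed and 934 ± 581 (SD, n = 4) in aerated plants, with a log2 fold change of -3.09 (standard error 0.69, adjusted p = 0.0112, limma). The next decreases were those of IAA29 (AT4G32280, log2 fold change -2.74), AT3G15630 (-2.58), AT3G15450 (-2.57) and DYL1 (AT1G28330, -2.56). The log2 fold changes of these 10 genes kept their sign when any replicate was left out, but their order depended on the test. With edgeR and with DESeq2 unshrunken, LOX4 (4.39) was above XTH18 (4.37), and AT3G15630 (-2.71) was below LTP4 (-2.70). With DESeq2 shrunken, LTP4 (-1.46) had the smallest decrease of the 5 genes.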

mRNA-Seq analysis conducted on both non-aerated and actively aerated Parafilm-sealed dishes (shoot samples collected at day 11, 8 hours after the beginning of the light period) showed a significant (Benjamini-Hochberg adjusted p value < 0.05[27] and fold change ≥ 2) alteration of gene expression (Fig 2A) caused by Parafilm seals (1642 differentially expressed genes (DEGs), 67% of which were upregulated) when compared to aerated dishes. Only three genes, At4g06746 (AtDEAR5, DREB subfamily A-5 of ERF/AP2 transcription factor family), At3g29035 (AtORS1, protein with transcription factor activity, the mRNA is cell-to-cell mobile), and At3g02550 (lateral organ boundaries (LOB) domain protein 41 (LBD41)) were upregulated by growing plants in Micropore sealed dishes when compared to actively aerated dishes, indicating relatively little impact of the [CO_2_] oscillations caused by Micropore seals (at least at day 11). 

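The second set of sequencing held Micropore-sealed, non-aerated and aerated plants, in 4 replicates of 10 plants each. For this set the authors' deposited table gives log2 fold changes and adjusted p values of the comparisons between the 3 treatments for 1472 genes, without counts or errors per replicate. No test was therefore run on the replicates, and the depth of these libraries was not determined. The genes named AtDEAR5, AtORS1 and LBD41 in the paper are not among the 1472. Every gene in the authors' deposited table has an adjusted p value under 0.05 for non-aerated plants against both other treatments, the highest being 0.0499 against aerated and 0.0497 against Micropore-sealed plants. This selection favours genes with little difference between Micropore-sealed and aerated plants. Between these treatments the lowest adjusted p value in the authors' deposited table is 0.0706. The median size of the log2 fold change computed over the authors' deposited table was 0.11 between Micropore-sealed and aerated plants and 0.71 between non-aerated and aerated plants. Micropore-sealed plants differed from aerated plants in the same direction as non-aerated plants in 735 of the genes (49.9%). Only 2 genes had a larger change in Micropore-sealed than in non-aerated plants. From the small number of genes that changed, the paper reasons that the oscillations of [CO_2_] under Micropore seals had relatively little impact at the time of sampling.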

Neither of the upregulated genes can be directly connected to plant response to potentially limiting CO_2_ concentration but all three DEGs have been shown to change upon abiotic (drought, salt, heat, hypoxia) and biotic stresses[28–30]. This might indicate that the plants we grew in Micropore sealed dishes were under mild stress (an increase in the biomass, either due to more or larger plants would then increase this stress level).

**Fig 2:**
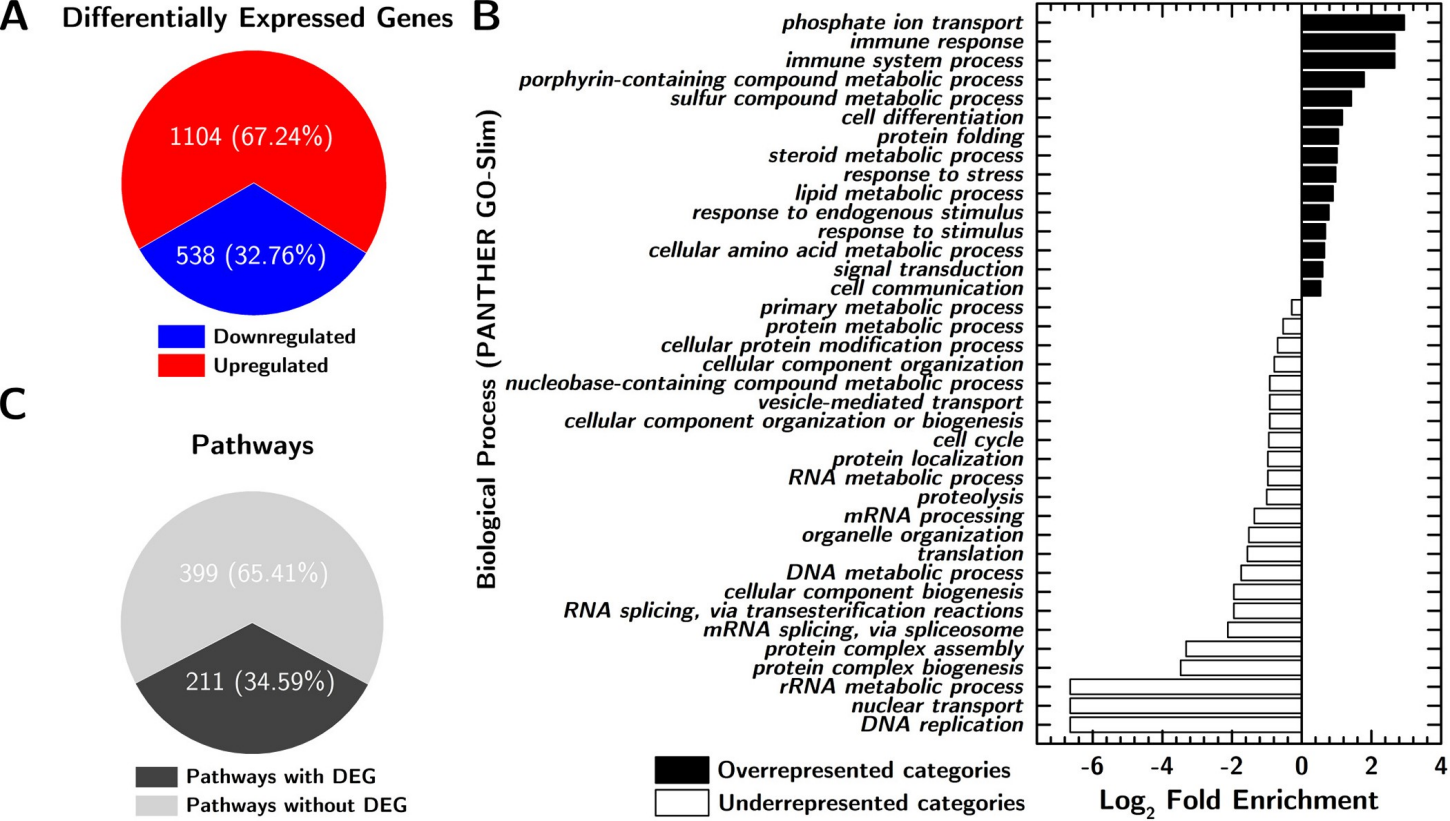
Gene expression analysis. **A.** Count and regulation of Differentially Expressed Genes (DEGs) in Parafilm-sealed plants compared to aerated plants. **B.** Gene Ontology enrichment analysis results for biological process. Panther analysis was made using Panther term enrichment tool version 11. **C.** Number of pathways significantly altered by culture in Parafilm-sealed dishes, compared to aerated conditions. Nonparametric multivariate analysis was performed to identify the Differentially Expressed (DE) gene categories for different pathways.

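The enrichment of gene groups among DEGs was tested with 4 sets of genes defined by words in their descriptions, since PANTHER categories were not used here. The sets were heat (heat shock or heat stress), biotic (disease resistance, pathogenesis-related, defensin or chitinase), ribosomal (ribosomal protein) and splicing (splicing factor or spliceosome). Descriptions are those the authors deposited, or the product in the reference for the 6031 genes without one. The background was the 20160 genes tested, and p values are from two-sided Fisher's exact tests, adjusted over the 4 sets. The heat set held 63 tested genes, of which 13 were DEGs, 2.62 times the number by chance (adjusted p = 0.0014). The biotic set held 193 tested genes, of which 31 were DEGs, 2.04 times the number by chance (adjusted p = 0.00026). Among the 277 tested genes of ribosomal proteins only 3 were DEGs, 0.14 times the number by chance (adjusted p = 1.9e-06). The splicing set held 41 tested genes with 1 DEG, 0.31 times the number by chance, which was not significant (adjusted p = 0.37). Without the fold change threshold the biotic set was no longer enriched (1.04 times the number by chance, exact p = 0.73), whereas the heat set remained so (1.77 times, exact p = 0.0021).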

A Gene Ontology enrichment analysis (Fig 2B) showed significant overrepresentation of stress response and secondary metabolism processes and underrepresentation of primary metabolism and molecular mechanisms such as DNA or RNA processing among DEGs. 

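The nonparametric test compares the distances between replicates of the same treatment with those between treatments over the genes of a pathway (multiresponse permutation procedure, MRPP). The p value is the share of permutations of the replicates that give as extreme a statistic. With 4 replicates per treatment there are 35 ways to split the 8 libraries into groups of 4, so that the smallest p value of the exact permutation test is 0.029. The composition of the 610 pathways was not used here. The test was run on 4220 sets of randomly drawn genes instead, 20 for each of the sizes of the 211 pathways, which had a median of 10 genes (1 to 110). Recovered reads were normalized by their upper quartile, converted to logCPM and standardized to a common variance, as in the methods of the paper. In 80.3% of the random sets the split into Parafilm-sealed and aerated plants was the most extreme of the 35 (95% Wilson confidence interval 79.1% to 81.5%). The share rose with the number of genes, from 50.0% for sets of 1 to 5 genes to 86.5% for 6 to 20 genes and 99.6% for larger sets. On simulated data without differences between treatments the share was 2.9%. Including all genes with at least 1 read lowered the share the most among the other settings with all 8 libraries, to 72.8%.

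**Figure D1:**
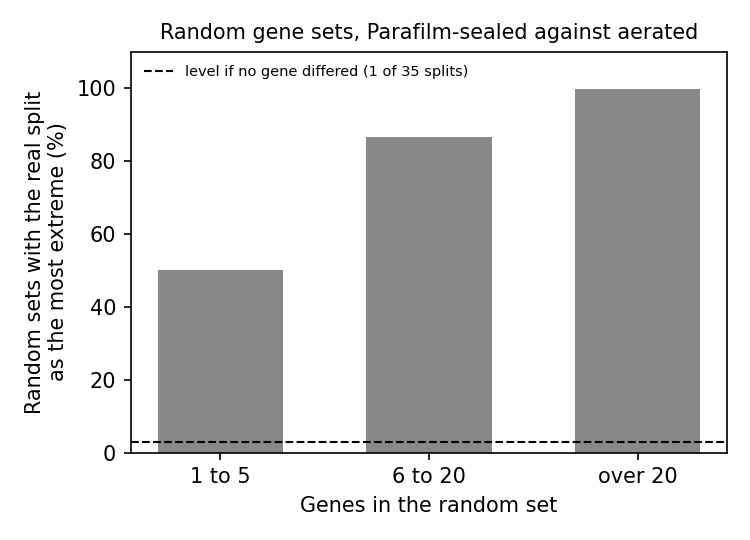
Percentage of random gene sets (vertical axis) for which the split into Parafilm-sealed and aerated plants was the most extreme of 35, by the number of genes in the set (horizontal axis). The bars rise from 50.0% to 99.6%, and the dashed line is the level of 1 split in 35.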

Nonparametric metabolic pathway analysis (Fig 2C) revealed that 211 out of 610 metabolic pathways were significantly altered (false discovery rate, FDR, < 0.05). Among these altered pathways were those for carbohydrate metabolism, chlorophyll biosynthesis, secondary metabolites biosynthesis, and stress response.

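The pathway table of the paper (S2 Supplementary Data) lists 511 different genes of the 211 altered pathways that are also in the deposited counts, and 504 of them were tested. It lists only genes the paper found significant, so the counts below describe their direction and not how many genes of a pathway responded. In the limma comparison, 416 of the 504 genes had an adjusted p value under 0.05. Of these, 248 were higher and 168 were lower in Parafilm-sealed plants. The DEGs among them were 114 higher and 47 lower genes, 161 in all. The median log2 fold change of the 504 genes was 0.43.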

The simultaneous upregulation of glycolysis and sucrose metabolism and downregulation of starch degradation suggested that the carbohydrate metabolism was compromised (Fig 3A) and that sucrose had replaced CO_2_ as a carbon source. 

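Of the genes shown in Fig. 3A, 27 could be matched through S2 Supplementary Data or a name table, and all were tested. These genes are the paper's own selection from the same replicates, so their number past a threshold shows no stability. Of 11 glycolysis genes, 7 were higher and 4 were lower in Parafilm-sealed plants, with an adjusted p value under 0.05 for 6 and 3 of them, respectively. The largest increase was that of a phosphoglycerate mutase gene, PGM (AT1G78050, chromosome 1, 29347581 to 29349755). It had 319 ± 102 (SD, n = 4) normalized counts in Parafilm-sealed and 116 ± 20 (SD, n = 4) in aerated plants, a log2 fold change of 1.41 (standard error 0.24, adjusted p = 0.00292, limma). A second gene of this step, iPGAM1 (AT1G09780), had a log2 fold change of 1.02 (adjusted p = 0.0144), and the enolase gene LOS2 (AT2G36530) one of 0.44 (adjusted p = 0.0344). For LOS2 the adjusted p value reached 0.0953 when a replicate was left out. It also rose above 0.05 in this way for PGK (0.0735), GAPCP-2 (0.0504), GAPCP-1 (0.0548) and PFK2 (0.0811). For the other significant glycolysis genes it stayed under 0.05. Of the 3 significantly lower genes counted under glycolysis, 1 is the fructose-1,6-bisphosphatase gene AT5G64380. Its log2 fold change was -0.68 (adjusted p = 0.0106). All 4 starch degradation genes were lower in Parafilm-sealed plants, and none reached a fold change of 2. The log2 fold changes were -0.77 for ISA3 (AT4G09020, adjusted p = 0.00108), -0.55 for DPE1 (AT5G64860, adjusted p = 0.00321), -0.55 for SEX4 (AT3G52180, adjusted p = 0.00702) and -0.52 for PWD (AT5G26570, adjusted p = 0.0262). The counts of PWD overlapped between treatments, and its adjusted p value reached 0.0829 when a replicate was left out. All 5 genes of sucrose biosynthesis were higher in Parafilm-sealed plants, 2 of them with an adjusted p value under 0.05. Of the 5 genes of sucrose degradation, 3 were higher, none of them significantly, and 2 were lower, 1 of them (CINV1) significantly. HKL1 and HXK1, both higher, are counted under both sucrose biosynthesis and sucrose degradation. The adjusted p value of CINV1 reached 0.107 when a replicate was left out. Of 4 sucrose transporters, SUC1 (AT1G71880) and SUT2 (AT2G02860) were higher, with log2 fold changes of 0.78 (adjusted p = 0.00139) and 1.26 (adjusted p = 5.29e-05). SUC2 (AT1G22710, chromosome 1, 8030587 to 8033156) had the largest decrease of the panel. It had 6554 ± 1247 (SD, n = 4) normalized counts in Parafilm-sealed and 11333 ± 497 (SD, n = 4) in aerated plants, a log2 fold change of -0.81 (standard error 0.14, adjusted p = 0.00286, limma).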

Parafilm-sealed cultures showed minimal starch accumulation throughout the entire light period (Fig 3B and 3C), which demonstrates that the plants struggled to produce excess photosynthate, consistently with the lack of CO_2_ substrate. The lack of accumulated starch is also consistent with the low rates of respiration observed during the dark period in Parafilm-sealed cultures (Fig 1C). Micropore-sealed cultures accumulate starch faster than Parafilm-sealed cultures, but slower than aerated cultures. 

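Of the 10 genes of Fig. 3D that could be matched, 9 belong to chlorophyll and heme biosynthesis, and 7 of these were lower in Parafilm-sealed plants. The adjusted p value was under 0.05 for 4 of the lower genes and for both of the higher ones, and the median log2 fold change of the 9 genes was -0.50. Like those of Fig. 3A, the genes are the paper's own selection from the same replicates, so these counts show no stability. The largest decrease was that of PORA (AT5G54190, chromosome 5, 21990864 to 21992814), which encodes a protochlorophyllide oxidoreductase. Its normalized counts were 118 ± 45 (SD, n = 4) in Parafilm-sealed and 444 ± 86 (SD, n = 4) in aerated plants, a log2 fold change of -1.96 (standard error 0.25, adjusted p = 0.000715, limma). The more abundant PORB (AT4G27440, chromosome 4, 13725546 to 13727440) had 17642 ± 3242 (SD, n = 4) normalized counts in Parafilm-sealed and 43847 ± 3712 (SD, n = 4) in aerated plants, a log2 fold change of -1.33 (standard error 0.14, adjusted p = 0.000313, limma). In both genes 1 aerated library lay above the other aerated libraries, and the decrease remained without it. HCAR (AT1G04620) had a log2 fold change of -0.89 (adjusted p = 0.000675). For the chlorophyll *a* oxygenase gene CH1 (AT1G44446), a log2 fold change of -0.57 was not significant (adjusted p = 0.0544), although it was with DESeq2. The ferrochelatase gene FC1 (AT5G26030, chromosome 5, 9096451 to 9099185), on the heme branch, increased instead. There were 3175 ± 1030 (SD, n = 4) normalized counts of FC1 in Parafilm-sealed and 1098 ± 220 (SD, n = 4) in aerated plants, a log2 fold change of 1.50 (standard error 0.22, adjusted p = 0.00133, limma). The chlorophyllase gene CLH1 (AT1G19670), which acts in degradation, had a log2 fold change of 1.12 (adjusted p = 0.0263). Its counts overlapped between the treatments, and its adjusted p value reached 0.0734 when a replicate was left out.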

Parafilm-sealed dishes also led to downregulation of the chlorophyll biosynthesis pathways (Fig 3D) and lower concentrations of chlorophyll (Fig 3E), while Micropore-sealed dishes did not affect chlorophyll production significantly. Plants grown in Parafilm-sealed dishes showed a decreased concentration of carotenoids (proportionally to chrolophylls). This might be due to inhibited metabolisms caused by lack of carbohydrates in non-aerated plants. However, decreased carotenoids concentration could be the result of a low concentration of chlorophylls. Light harvesting by less chlorophylls could result in slower generation of chlorophyll triplet states or/and singlet oxygen that carotenoids protect from[31].

**Fig 3:**
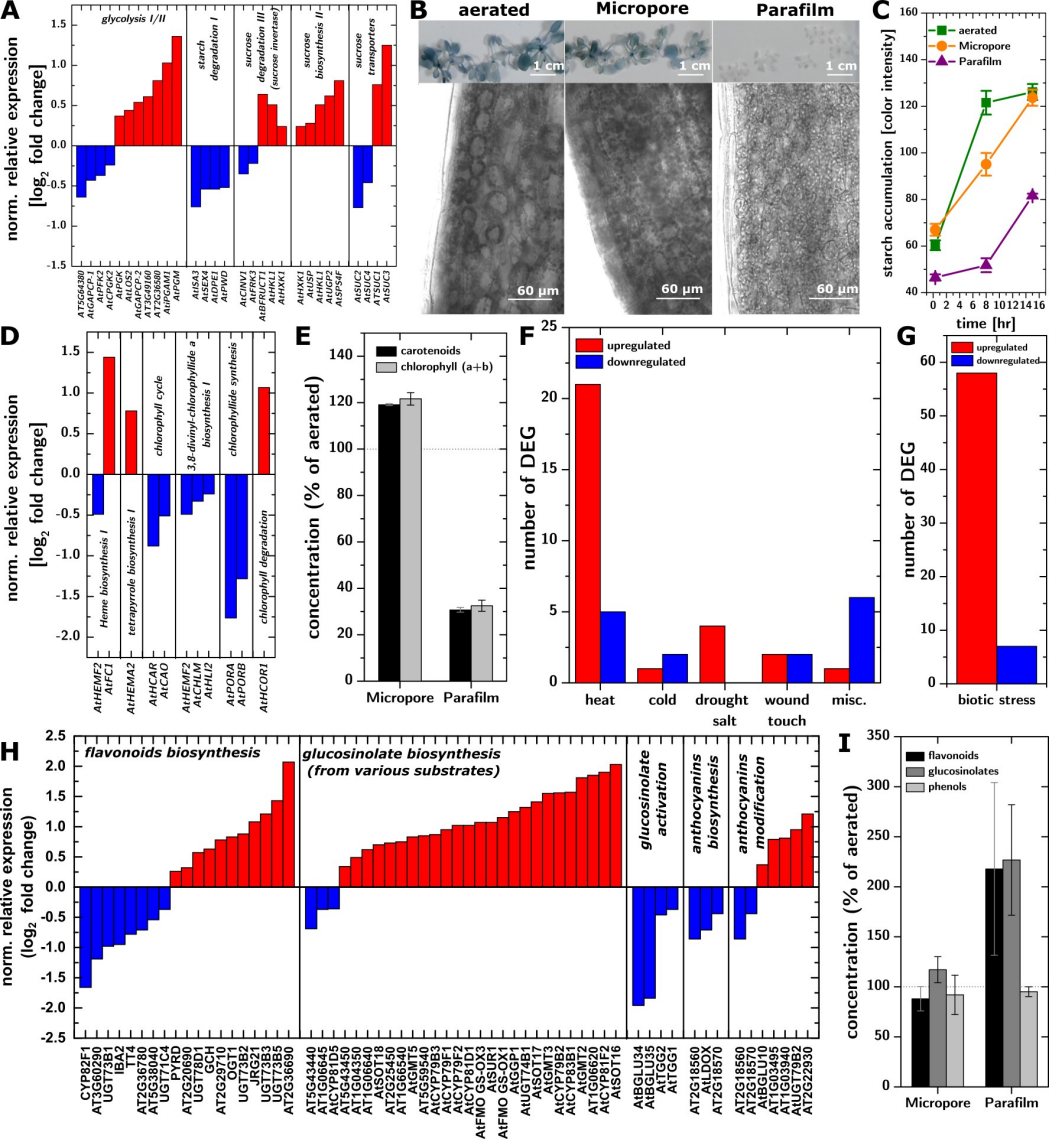
Plant molecular and metabolic phenotypes. **A.** DEGs in pathways related to sugar metabolism, indicating upregulation of glycolysis and sucrose metabolism and downregulation of starch degradation. **B.** Accumulation of starch in leaves (whole plant colorimetric assay and 10x micrographs) in aerated (left), Micropore-sealed (middle), and Parafilm-sealed (right) plants. C. Time-resolved starch accumulation quantification during the light period in aerated (green squares), Micropore-sealed (orange circles), and Parafilm-sealed (purple triangles) plants. Lines are guides to the eye. **D.** DEGs on pathways related to chlorophylls metabolism, showing downregulation of the chlorophyll biosynthesis pathways. **E.** Chlorophyll concentration in Micropore-sealed and Parafilm-sealed dishes (% of the aerated plants). Error bars represent standard error (95% CI, n = 3 replicates /10 plants each). **F-G.** Number and regulation of DEGs associated with abiotic or biotic stresses. **H.** DEGs in pathways associated with the synthesis of glucosinolates and flavonoids. **I.** Concentration (% of aerated plants) of flavonoids, glucosinolates and phenolic compounds. Error bars represent standard error (95% CI, n = 3 replicates /10 plants each).

Upregulation of genes associated with biotic and abiotic stress (Fig 3F–3G) is consistent with the hypothesis that CO_2_ deprivation resulted in a systemic stress response, potentially due to the accumulation of reactive oxygen species (ROS)[32]. 

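Fig. 3F and 3G are based on MapMan categories, which were not used here. In the heat set defined by gene descriptions, all 13 DEGs were higher in Parafilm-sealed plants (13 higher, 0 lower, two-sided Fisher's exact test against the other DEGs, p = 0.013 adjusted over 4 sets). In the biotic set 30 DEGs were higher and 1 was lower (exact p = 0.00027 from the same test and adjustment). Among all genes of the heat set with an adjusted p value under 0.05, 22 were higher and 3 were lower, and the set had a median log2 fold change of 0.29. In the biotic set these numbers were 41 and 4, with a median log2 fold change of 0.25. The paper relates the upregulation of genes of biotic and abiotic stress to its hypothesis that CO_2_ deprivation resulted in a systemic stress response, potentially through reactive oxygen species.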

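The paper names SOD1 and SOD2 without gene identifiers. They were taken here to be CSD1 and CSD2 of the reference, which encode copper/zinc superoxide dismutases. CSD1 (AT1G08830) lies on chromosome 1 from 2827060 to 2829315. Its normalized counts were 1209 ± 163 (SD, n = 4) in Parafilm-sealed and 680.3 ± 36.5 (SD, n = 4) in aerated plants, a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.00102, limma). With each replicate left out in turn, the log2 fold change of CSD1 was between 0.74 and 0.90. CSD2 (AT2G28190) lies on chromosome 2 from 12014412 to 12016569. Its normalized counts were 1609 ± 445 (SD, n = 4) in Parafilm-sealed and 865 ± 123 (SD, n = 4) in aerated plants, a log2 fold change of 0.86 (standard error 0.19, adjusted p = 0.0108, limma). Its log2 fold change was between 0.70 and 1.04 when each replicate was left out. For both genes every Parafilm-sealed library had higher counts than every aerated library (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). With all replicates neither gene reached the fold change of 2 that defined DEGs.

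**Figure D2:**
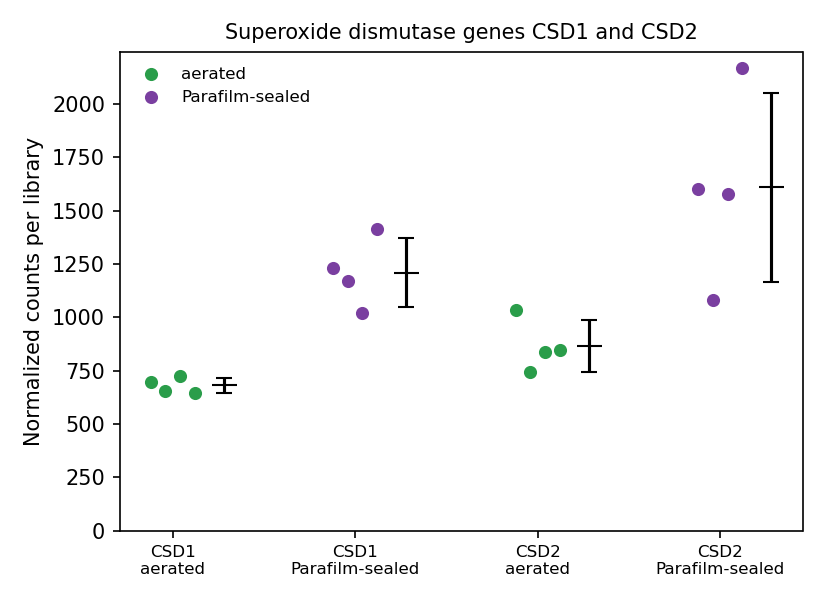
Normalized counts (vertical axis) of CSD1 and CSD2 in each library of aerated (green) and Parafilm-sealed (purple) plants, with the mean and SD of the 4 libraries as bars beside the points. The CSD1 counts of the Parafilm-sealed libraries lie between 1019 and 1413, all above those of the aerated libraries.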

We observed a upregulation of SuperOxide Dismutase 1 and 2 (SOD1 and SOD2) encoding enzymes that catalyze the dismutation of superoxide radicals into H_2_O_2_ [33, 34].

A potential silver lining of these findings lies in the secondary metabolite biosynthesis, which is mostly upregulated in Parafilm-sealed cultures. In the case of flavonoids and glucosinolates, this upregulation (Fig 3H) is matched by an increased concentration of these species in the plants (Fig 3I). 

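Of the 59 genes of Fig. 3H that could be matched, 56 were tested, and the other 3 had too few counts. Like those of Fig. 3A, the genes are the paper's own selection from the same replicates. Their number past a threshold thus shows no stability. Of the 56 genes, 41 were higher and 15 were lower in Parafilm-sealed plants, with an adjusted p value under 0.05 for 36 and 11 of them, respectively. In glucosinolate biosynthesis 25 of 28 genes were higher, 16 of them by at least 2-fold with an adjusted p value under 0.05, and the median log2 fold change was 1.09. The sulfotransferase gene SOT16 (AT1G74100, chromosome 1, 27864345 to 27865694) had 8124 ± 1695 (SD, n = 4) normalized counts in Parafilm-sealed and 1849 ± 436 (SD, n = 4) in aerated plants, a log2 fold change of 2.14 (standard error 0.19, adjusted p = 0.000175, limma). The cytochrome P450 gene CYP83B1 (AT4G31500) had a log2 fold change of 1.64 (adjusted p = 0.000319). The largest increase in this group in the limma fit, that of IGMT2 (AT1G21120), varied between replicates. IGMT2 had 675.5 ± 637.7 (SD, n = 4) normalized counts in Parafilm-sealed and 91.0 ± 24.1 (SD, n = 4) in aerated plants. Its log2 fold change of 2.41 (standard error 0.59, adjusted p = 0.016, limma) reached an adjusted p value of 0.0523 when a replicate was left out. With DESeq2 shrunken, the log2 fold change of IGMT2 (1.81) was below that of SOT16 (2.04). The myrosinase genes TGG1 (AT5G26000) and TGG2 (AT5G25980), which act in glucosinolate activation, had log2 fold changes of -0.39 (adjusted p = 0.0774) and -0.49 (adjusted p = 0.0553). They were significant with DESeq2. Of the 18 tested genes of the flavonoid group, 11 were higher and 7 were lower, with a median log2 fold change of 0.45. These counts include RIBA2 (lower) and PyrD, AT2G20690 and GCH (higher), which S2 Supplementary Data lists under flavin biosynthesis. This group held the extremes of the panel. AT2G36690 (chromosome 2, 15379660 to 15382131) had 1176 ± 893 (SD, n = 4) normalized counts in Parafilm-sealed and 132 ± 28 (SD, n = 4) in aerated plants, a log2 fold change of 2.71 (standard error 0.60, adjusted p = 0.0103, limma). AT3G60290 (chromosome 3, 22282423 to 22284706) had 112 ± 18 (SD, n = 4) and 280.2 ± 130.5 (SD, n = 4), a log2 fold change of -1.23 (standard error 0.27, adjusted p = 0.0108, limma). The chalcone synthase gene TT4 (AT5G13930) had a log2 fold change of -0.81 (adjusted p = 0.00777). All 3 genes of anthocyanin biosynthesis were lower. The log2 fold changes were -0.90 for AT2G18560 (adjusted p = 0.00171), -0.45 for AT2G18570 (adjusted p = 0.0273) and -0.78 for LDOX (AT4G22880, adjusted p = 0.0741), the last of which was significant with DESeq2. Of 7 genes of anthocyanidin modification, 5 were higher, and the median log2 fold change was 0.76. The 2 lower genes of this group are AT2G18560 and AT2G18570, which belong to both groups.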

Glucosinolates are under intense investigation for potential medicinal uses[35, 36], and flavonoids are powerful antioxidants[37] that are important in the interaction of plants with their environment[38] and are partly responsible for flavor and aroma of fruits and vegetables[39]. In light of these results, controlled CO_2_ deprivation–a relatively easily scalable and organic treatment–should be considered a candidate treatment for increasing the production of high value medicinal compounds and boosting or tuning the flavor of high value crops (e.g., strawberries, grapes).

In conclusion it might be helpful to use these data to provide some recommendations on experimental procedures that would avoid CO_2_ deprivation in *A*. *thaliana* cultures in Petri dishes. 1. Do not use the data in this paper to estimate how many plants you could grow in Parafilm-sealed dishes without incurring into CO_2_ deficiency. The data in Fig 1D clearly show that CO_2_ deficiency occurs as soon as the leaves emerge. As those data show, the [CO_2_] concentration measured by sensors in the dish do not represent the state of CO_2_ deficiency at the leaf. In the case of Micropore seals, our data do not allow to estimate accurately at what rate of collective CO_2_ uptake the Micropore-sealed cultures will also incur in significant CO_2_ depletion. Therefore, until more complete measurements are conducted on the limits of Micropore-sealed cultures, we would recommend to use them within the parameters (i.e., number of plants and duration of culture) explored here.

2. Whether you decide to use Parafilm or Micropore seals, always explicitly report it in your papers so that your data could be better understood in light of our growing understanding of CO_2_ deprivation. In the absence of that information it might be difficult in the future to fully understand your conclusions. Also, importantly, report how many wrappings of seal do you use.

3. If you introduce a new seal, characterize in detail the [CO_2_] inside the cultures with a high time resolution (1 min or less) to allow the visualization of the difference in [CO_2_] between light and dark periods, and to allow the characterization of the rates of uptake and release. Quantification of the rates of uptake and release is essential to assess the effect on the plant. If possible, also conduct a transcriptome analysis.

4. As new technologies emerge that will allow the facile aeration of cultures, use them in case you need to grow plants in vitro for extended periods.

## Materials and methods

### Plant material

*Arabidopsis thaliana (A*.*thaliana)* (ecotype Col-0) was chosen as a model organism for all studies in Petri dishes using the sterile approach described by Xu et. al. and Lindsey et. al.[40, 41] with modifications. Briefly, surface sterilized seeds (first, soaked in 70% ethanol for 1 minute; then immersed in 1:5 v/v sodium hypochlorite solution with 0.05% surfactant (Tween 20) for 8 mins; last, washed 6 times with sterile H_2_O) were planted on a half strength Murashige and Skoog with 0.8% agar and 1% w/v sucrose. The pH was adjusted to 5.7–5.8 in square Petri dishes (dimensions 10 cm×10 cm, FisherBrand, USA) under sterile conditions.[42, 43] The plant cultures were wrapped and sealed with either paraffin films (commercially known as Parafilm) or tapes (commercially known as Micropore tape). The plants were grown in a 16h day/8h dark cycle with ambient temperatures of 21±3°C with light intensity [130–160 μmol m^-2^ s^-1^] under LED light.

### Measurement of CO_2_ concentration

#### CO_2_ sensor setup

All CO_2_ concentration was measured with NDIR CO_2_ sensors (K30 module from Senseair purchased from CO_2_ meter.com) with a sensitivity range of 0–5000 ppm within specifications and an accuracy of ±30 ppm (±3% of measured value within specifications) powered at 5V with an Arduino Uno microcontroller (S1 Fig). Data were acquired with Arduino assembled data logging shield (Adafruit item #1141) using a SD card. The output of the sensor is the CO_2_ concentration (ppm by volume) and time in seconds. Data were collected every second from the sensor using an arduino code.

#### Calibration of CO_2_ sensors

The CO_2_ sensors were calibrated with standard gases of known CO_2_ concentrations (0, 100, 500, 1000 ppm standards) as input and the output reading of the sensors were recorded. The fitted equations were then used to calibrate all the raw data from the sensors. All the sensors behaved linearly within this range. Calibration curves of CO_2_ sensors used to measure CO_2_ concentrations in the room and in Parafilm and Micropore wrapped plant cultures in Fig 1A are shown in S2 Fig with the fitting parameters shown in S1 Table. Calibration data for all sensors used in CO_2_ characterization experiments are available in S4 Supplementary data.

#### Incorporation of CO_2_ sensor into Petri dish

The main limitation of measuring CO_2_ in real time (every second) is the small volume of Petri dish (~106 ml) and the requirement of a sterile, closed environment. The CO2 sensor from Senseair fits the size of Petri dish and could be embedded in the Petri dish without blocking light or touching the gel surface (S3 Fig). To fit the sensor on the top cover of the Petri dish, the outline of the sensor membrane surface was created by melting the top cover using a soldering iron in the biosafety cabinet. The sensor/Petri dish contact area was further sealed with autoclaved soft silicone putty (Ear Mack’s product, Walmart # 004055880) to avoid any leaks. The set up can be surface sterilized with ethanol inside the bio-safety cabinet without comprising gas measurement.

### Aeration for Petri dish

#### Aeration system setup

The aeration system was made with a screw cap Erlenmeyer flask (tightly screwed to avoid any loss of air flow) attached to a silicone tubing of (1/4ʺ ID, 3/8ʺ OD, McMaster-Carr #5236K87 and 1/8ʺ ID, 1/4ʺ OD McMaster-Carr #51135K15) connected to a double outlet aquarium pump (Walmart item #000816269). The set up was then attached to the inlet of the Petri dish. The flow was divided using a T-separator in such a way that four Petri dishes can be aerated with one flask. The minimum flow rate was found in the range of 0.15–0.25 lpm.

#### Incorporation of aeration system into Petri dish

The Petri dishes were engineered for active aeration (S4 Fig). The tips of sterile syringe filters (mixed cellulose esters, 0.22 μm pore size, 33 mm diameter, Fisher Scientific item # 09-720-004) were wrapped with stretched sterile Parafilm strips (sterilized in a 70% ethanol bath for 1–2 hours). A soldering iron was used in the biosafety cabinet to burn through the top of Petri dish to create holes for inlet and outlet and the Parafilm wrapped filters were mounted. The Petri dish with filters was placed in a sterile box and kept for 1–2 hours at 70–80°C in the oven. The Petri dishes were moved from oven to biosafety cabinet, and the filters were twisted and pressed into the holes to seal gaps at the connections.

### Characterization of CO_2_ trace

CO_2_ concentrations were measured simultaneously inside and outside of Petri dishes sealed with Parafilm or Micropore tape and containing 5 or 15 *A*. *thaliana* plants (S5 and S6 Figs). The plates were kept for vernalization at 4°C for 3 days after sowing the seeds. The gas measurement was started one day after vernalization in real time every 1 sec throughout the light and dark period. The sensor was switched on/off every ~24 hrs throughout the experiment to avoid any data loss due to overheating of sensors. The CO_2_ traces were measured until 19 days from plating. The collected data were averaged over 60 seconds to reduce noise. Time evolution of CO_2_ concentration was determined for all replicate experiments as shown in Table 1. CO_2_ trace of single replicates of Parafilm and Micropore-sealed plant cultures (each with 15 plants) is shown in Fig 1A. CO_2_ trace experiments were conducted, for all replicates, simultaneously under same conditions.

**Table 1:** Number of replicates per treatment for CO_2_ characterization within plant cultures.

Treatment (Type of membrane used to close the Petri dish w/ number of plants inside)	Number of Replicates
Micropore tape -15 plants	4
Parafilm—15 plants	3
Micropore tape—5 plants	5
Parafilm—5 plants	3

#### Measurement of dimensions of Petri dish

The dimensions of Petri dish used in calculations are listed in Table 2.

**Table 2:** Dimensions of Petri dish.

Parameters	Dimensions
Volume	0.00011 m^3^
Perimeter of the Petri dish	0.4 m
Width of the opening	0.001 m
Area of the width(gap between top and bottom plate)	0.0004 m^2^

#### Thickness determination of Parafilm and Micropore tape

Stretched Parafilm samples were frozen in liquid nitrogen. The imaging was done at a magnification of 20X using Nikon Eclipse upright microscope. The thickness was measured using ImageJ at multiple positions. SEM images of cross section of Micropore tape samples were taken at 150x magnification. The length of pores which span from top of the fiber to the adhesive side were considered for calculation. The average values and standard errors of thickness (95% CI) for Parafilm and Micropore tape are 46.9 μm±1.83μ*m*, 67.9μm±8.569μ*m* respectively.

#### Calculation of effective diffusivity of CO_2_ inside Petri dish sealed with Parafilm or Micropore tape

A tightly sealed box was used for this experiment. There is a sensor within the Petri dish and one outside. The source of CO_2_ (dry ice) was kept inside the box and the concentration vs. time profile was measured for Petri dishes sealed with Parafilm and Micropore tape respectively(S7 Fig). A fan was used for mixing the air inside the box to avoid inhomogeneities in the concentration of CO_2_. Both the sensors were placed next to the fan on the base. We started the measurement after evaporation of dry ice as the CO_2_ concentration inside the box has to be within the detection limit of the sensor. The Petri dish hosting the sensor was quickly placed inside the box after the dry ice evaporated.

The concentration vs. time plot can be made from the data collected from the experiment with a y-axis corresponding to CO_2_ concentration after de-dimensionalization and time as the x-axis. The concentration values in petri dish for multiple experiments was converted to dimensionless quantity using scaling method with the equation

$$\frac{C(t)-Cavg}{Cmax-Cavg}$$ (1)

Where C (t) is the concentration at each time point t, and C_avg_ is the overall average concentration, and C_max_ is the maximum concentration. The assumptions taken are as follows: 1. A constant source and finite sink for all the experiments. 2. The source is adequately mixed. 3. It is a one-dimensional diffusion problem. Petri dish is squared and symmetrical. So we can take four faces of Parafilm summed up as one membrane of defined thickness.

Fick’s first law of diffusion can be used to calculate the one dimensional diffusion problem (assuming mass flow remains constant) where J is flux in the unit of moles·m^-2^ ·s^-1^, D is the diffusion coefficient of the membrane for CO_2_ (m^2^·s^-1^), ΔC is the concentration difference between outside and inside (moles·m^-3^), Δx is the thickness of membrane (m). Now we know,

$$J=-D\frac{dc}{dx}$$ (2)

D/Δx is known as the permeability value of the membrane for CO_2_ and can be calculated from this experiment. Using the thickness (Δx) measured before we can measure the average D for all points along the curve and report the error values. The corresponding D values can be used to report the useful permeability values for both the membranes which can be used later for further calculations. We measured independently the diffusivity of CO_2_ through the seals to be D_eff_ = 1.0×10^−9^±6×10^−10^ m^2^·s^-1^ and 8×10^−08^±4×10^−08^ m^2^·s^-1^ for Parafilm and Micropore tape, respectively.

#### Measurement of leaf area

Images of the Petri dish were taken from the back side every day until the end of the experiment. They were then processed in ImageJ by color thresholding to convert the images to binary form. Then the total area of the leaves was plotted as a function of time. The data were then fitted with a power law and interpolated to obtain the leaf area as a function of time every 60 s. The interpolated data were then used to calculate the CO_2_ exchange rate discussed below.

#### Calculation of plant CO_2_ exchange rates

The rate of uptake and release were calculated using the following steps: 1) the concentration (ppm) data for the sensor within the Petri dish and the room sensor was converted to moles/m^3^ for inside and outside of petri dish. 2) The time was synced for each sensor in the Petri dish with the CO_2_ profile from room sensor. 3) The data were averaged every 60 sec. 4) In the first approximation the change in [CO_2_] with time is given by the sum of J_plant_·A_plant_ (where A_plant_ is the leaf area of the plants) and (D_eff_/Δx) ×Δ[CO_2_] where D_eff_ is the effective diffusivity of CO_2_, Δx is the thickness, and A_seal_ is the area of the seals, respectively, while Δ[CO_2_] is the difference in the [CO_2_] inside and outside the Petri dish. The uptake/release rates are calculated from the rate of concentration change within the Petri dish per unit time adjusted with the contribution of the membrane at each time point using the permeability values from the effective diffusivity experiment multiplied by Petri dish volume and normalized by measured leaf area for each day of measurement (S8 Fig).

### Measurement of O_2_ concentration

#### O_2_ sensor setup

The oxygen (O_2_) concentration inside the Petri dish was measured with LuminOx (LOX-02-S) optical oxygen Sensors (from sstsensing.com) with a sensitivity of 0–25% O_2_ and error of <2% powered at 5V with an Arduino Uno microcontroller (S9 Fig). Data were measured every second with an Arduino. Data were acquired in the same way as described above for the CO_2_ sensor.

#### Incorporation of O_2_ sensor into Petri dish

Each Petri dish was engineered for an O_2_ sensor in the same way as for a CO_2_ sensor. The outline of the sensor (sterilized with ethanol) was cut out of the Petri dish lid with a soldering iron inside the biosafety cabinet. The face of the sensor with the membrane was placed inside the outline in the Petri dish lid. The gaps between the sensor and the plastic of the lid were sealed with soft silicone putty as described before and left to dry inside the biosafety cabinet. The lid was then used as a regular Petri dish lid.

#### Characterization of O_2_ trace

Time evolution of O_2_ concentrations were measured inside and outside of Petri dish lined with Parafilm containing 10 *A*. *thaliana* plants (S10 Fig). The plates were kept for vernalization for 3 days at 4°C. The gas measurement was done following the same protocol described for the CO_2_ measurements.

### Phenotype analysis

For both aerated and non-aerated Petri dishes, the phenotypes were observed at the end of 3 weeks from imbibition for hue analysis as shown in Fig 1D and after 2 weeks out of fridge for the gene expression.

#### Experimental protocol

All experiments (secondary metabolite extraction/starch quantification) had three treatments: Aerated plant cultures, micropore and parafilm wrapped plant cultures. There were three replicates per treatment each having 10 plants inside. We did all the replicate experiments simultaneously in same conditions. We aerated all the Petri dishes with same flow rate using the method discussed earlier.

#### Secondary metabolite extraction

After the treatment, plants were photographed on Petri dish, flash frozen using liquid nitrogen and powdered in mortar. Powdered samples were kept at -80°C until use.

**Total glucosinolate:** The total glucosinolate content was measured following the method described by Mawlong et al. and Kestwal et al. [44, 45] with modifications. The glucosinolates were extracted using 80% methanol (HPLC grade, Sigma) from weighted flash frozen powdered samples (shoot) and kept overnight at room temperature. Next, the homogenate was centrifuged at 3000 rpm for 4 min and the supernatant was collected and diluted to 1 ml with 80% methanol. The reaction was conducted using: (i) 100 μl of the supernatant sample, (ii) 300 μl dH_2_O (distilled water) and 3 ml of 2 mM sodium tetrachloropalladate. The reaction mixture was incubated at room temperature for an hour and then its absorbance was measured at 425 nm. The absorbance of known concentrations of sinigrin was used as standard for quantification of total glucosinolates.

**Total flavonoids content:** The amount of flavonoids in each sample was determined by the aluminum chloride method described by Jia et. al.[46]. Samples were extracted following the method described by Sofo et al.[47] method using 100 μl of acidified methanol (1% HCl) for each 17 mg of frozen sample (powder). 500 μl of extract was then diluted with 500 μl of dH_2_O to which 150 μL of 5% sodium nitrite was added. Samples were vortexed and incubated at room temperature for 5 min. 150 μL of 10% aluminum chloride was added and samples were again vortexed and incubated at room temperature for 6 min. 2 mL of 4% sodium hydroxide was then added and samples were diluted to 5 ml with dH_2_O, vortexed and allowed to stand for 15 min at room temperature. Measurement of the absorbance was performed after the pink color developed due to the presence of flavonoids against the reagent blank at 510 nm. The amount of total flavonoids in the sample was expressed as mg rutin equivalents/g sample.

**Total Phenolic Content:** Total amount of phenolics in the samples was measured by using the Folin-Ciocalteu method described in Makkar’s manual [48]. Samples were extracted following the method described by Sofo et al. [47] using 100 μl of acidified methanol (1% HCl) for each 17 mg of frozen sample (powder). 50 μL of extract, 950 μl of dH_2_O and 500 μl of 0.5 mL of Folin-Ciocalteu reagent (1 N) were vortexed and allowed to stand for 5 min at room temperature. 2.5 mL of 5% sodium carbonate was added and the samples were vortexed again followed by incubation in the dark at room temperature for 40 min. Absorbance was measures after blue color developed against the reagent blank at 725 nm using spectrophotometer. The amount of total phenolics in the sample was expressed as mg gallic acid equivalents/g sample.

#### Detection of starch in plant material

The dynamics of starch accumulation was determined based on three-time points during the light period (two weeks after treatment) 20 minutes after the light is on, 8 hrs into the light period and 1 hour before the end of the light period for all the treatments. The rosettes were cut from each plant at the respective time points as mentioned before and placed in boiling water for 2 minutes to stop the plant metabolism. The rosettes were then placed in boiling absolute ethanol for 5 minutes. The boiling ethanol was changed with a fresh batch of ethanol and kept boiling for another 5 minutes. The ethanol was discarded with caution as the leaves are dehydrated and brittle and the vessel was filled with distilled water to allow the leaves to rehydrate. After 5 minutes images were taken of the bleached plants for each treatment. Bleached rosettes were then exposed to Lugol solution (1% KI/I) and left in the dark for 10 minutes. The samples were washed with distilled water to remove excess stain and placed on the Petri dish cover for final imaging. Calculation of starch accumulation was performed semiquantitatively by image analysis of pixel intensity. Photographs were made from the same perspective and under the same lighting (background intensity p-value = 0.58). Pictures were converted to 8 bit. Using ImageJ software, the average pixel intensity (i.e., the darker the pixel, the higher the concentration of dye and the higher is the pixel intensity) within each leaf of all plants in the experiment was measured (minimum of 10 plants per treatment with 3 replicates was used).

#### Detection of chlorophyll and carotenoids concentration

The chlorophyll and carotenoid content was measured using a previously described method.[49, 50] The samples were extracted using methanol and the concentration was assessed spectrophotometrically by analyzing absorption in a spectrum range from 449 nm to 700 nm.

#### Characterization of hue distribution across three treatments

The hue distributions of the leaves of Micropore-sealed, Parafilm-sealed and aerated samples was measured from photographs that were histogram matched to a reference image from the same experiment. The leaves were isolated by color thresholding in ImageJ. The RGB values for each pixel were extracted with Matlab and converted to HSV. The hue values, converted to hue angles, were then plotted as a distribution by using a kernel density plot.

### Genomic analysis

#### Treatments and experimental protocol

Two sets of mRNA sequencing was done. The need for two sets of mRNA sequencing data is attributed to the experimental design (to have a larger number of replicates to confirm our hypothesis).The first set was performed on two treatments: Parafilm-sealed plant cultures and aerated plant cultures. Both treatments had 4 replicates with 10 plants each. The second set of sequencing was performed for two treatments: Micropore-sealed plant cultures and aerated plant cultures. In this case both treatments had 4 replicates with 10 plants each.

#### RNA isolation

Two weeks after in vitro cultivation, with or without aeration, plants were photographed on Petri dish, flash frozen using liquid nitrogen and powdered in mortar. Total RNA was isolated from the samples for two treatments (Parafilm and aerated) using IBI Total RNA Mini Kit (Plant) according to the manufacturer’s instruction. RNA concentrations and integrity were determined using a RNA 6000 Nano Assay Kit and Bioanalyzer 2100(Agilent Technologies, Santa Clara, CA) with RNA 6000 ladder as the standards. Typical electropherograms and chromatograms of the total RNA suggested good quality of the RNA samples. Samples were stored at -80°C until use.

### Characterization of RNA-Seq data

The sequence archive from the ISU DNA facility website was extracted. FastQC v0.11.3 was used to determine the quality of the sequenced reads. All the sequence reads were determined to be of good quality, and no sequence trimming was necessary.

#### Genome and annotation

The reference genome (Arabidopsis_thaliana.TAIR10.dna.toplevel) was downloaded from http://plants.ensembl.org/info/website/ftp/index.html and the annotation/GFF file (Araport11_GFF3_genes_transposons.201606.gff.gz) from Araport11 website.

#### Mapping the reads to the reference genome

HISAT2 version 2.0.4, a splice-aware short read mapper, was used to map the reads to the reference genome using default settings. The aligned map files were then converted to sorted BAM files using samtools version 1.4.

#### Transcript abundance estimation

For quantifying gene transcript abundance from RNA-Seq data, we used featureCounts, version 1.5.2. The aligned reads were quantified against the gene features file (Araport11_GFF3_genes_transposons.201606.gff.gz), and the read counts for each gene transcript and each sample were written into a data matrix.

#### Differential expression analysis with DESeq2

DESeq2 normalizes the counts of genes by using median-of-ratios method[51], uses the counts of all genes to estimate dispersions and then employs a negative binomial model to calculate log fold change and p-values which are adjusted for multiple testing. 

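The deposited fold changes were compared with those that DESeq2 gives on the recovered reads of the first set. For 25760 genes the deposited log2 fold changes, with the sign reversed, differed from DESeq2's shrunken estimates (a normal prior on the fold change) by a median of 0.00026 and by at most 0.0038. From the unshrunken estimates they differed by a median of 0.015 and by up to 7.5. Shrinkage lowered the size of the log2 fold change by a median of 0.73 in genes with fewer than 10 reads per library on average, and by 0.006 in genes with at least 100. With the thresholds of the paper, 1879 genes were DEGs by the unshrunken and 1659 by the shrunken estimates. Of the unshrunken DEGs, 88.1% were also DEGs when shrunken.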

The code is explained below.

#### Final curation

The results were filtered to exclude genes for which all samples showed zero counts. For gene descriptions of Arabidopsis, the biomart functionality of the plants ensembl website was used to get the gene descriptions/annotations which were appended to the working file.

#### Characterization of differently expressed pathways

Nonparametric multivariate analysis[52] was performed to identify the DE gene categories. First, the RNA-Seq counts were normalized by using upper-quartile normalization method of Bullard et. al.[53] and converted to log2-counts-per-million (logCPM). All genes were standardized to a common variance. Then, we computed the multiresponse permutation procedure test statistic (MRPP) and calculated the permutation p-value for each category. A significant threshold was chosen such that the false discovery rate (FDR) is maintained at a suitable level.

#### Characterization of Gene Ontology enrichment analysis for biological processes

Panther analysis was made using Panther term enrichment tool version 11.[54]

#### Characterization of differentially expressed genes associated with biotic and abiotic stresses

The differentially expressed genes associated with biotic and abiotic stresses was obtained using MapMan 3.6.0RC1 using TAIR 9 database.[55]

#### Gene expression data availability

The complete results of gene expression analysis (mRNA-Seq) and nonparametric pathway analysis are attached as tables in Excel file: S1 Supplementary Data (mRNA-Seq aerated to Parafilm) and S2 Supplementary Data (pathways analysis). The result of mRNA-Seq analysis of aerated and Micropore tape gene expression are shown in S3 Supplementary Data.

#### Accession numbers

The two sets of mRNA sequencing data are available through a linked repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120840) with the accession Number: GSE120840 and token no **ylcbmimmnhyxnqp** for the reviewers.

## Supporting information

S1 Fig Schematic of Arduino-sensor assembly. A. Connection schematic of CO_2_ sensor with Arduino. B. K-30 carbon-dioxide sensor module.
(TIF) Click here for additional data file.

S2 Fig Calibration curves of CO_2_ sensors. Calibration curves of CO_2_ sensors used to measure CO_2_ concentrations in the room and in Parafilm and Micropore wrapped plant cultures (15 plants each). “Input” refers to the standard gases of different CO_2_ concentrations and “Output” refers to the sensor reading in response to individual input standard gases.
(TIF) Click here for additional data file.

S3 Fig Schematic of CO_2_ sensor embedded inside the Petri dish. A. Pictogram of the engineered Petri dish with sensor inside B. Plants growing in engineered Petri dish with sensor after 2 weeks.
(TIF) Click here for additional data file.

S4 Fig Petri dish modified for aeration with inlet and outlet ports as shown. (TIF) Click here for additional data file.

S5 Fig Time evolution of CO_2_ concentrations in 5 plants. A. Micropore sealed Petri dishes with 5plants. B. Parafilm sealed Petri dishes with 5plants (dark period shown in gray) with multiple replicates (Petri dish cultures with 5 plants each).
(TIF) Click here for additional data file.

S6 Fig Time evolution of CO_2_ concentrations in 15 plants. A. Micropore-sealed Petri dishes. B. Parafilm-sealed Petri dishes with 15 plants each (dark period shown in gray) with multiple replicates.
(TIF) Click here for additional data file.

S7 Fig Characterization of the effective diffusivity of the membranes. A. Experimental set up. B. Concentration–time plot for two different membranes.
(TIF) Click here for additional data file.

S8 Fig Dynamics of CO_2_ exchange. A Dynamics of CO_2_ exchange for plant cultures in Petri dishes. B Leaf growth dynamics over time for Parafilm and Micropore wrapped plant cultures with 15 plants.
(TIF) Click here for additional data file.

S9 Fig Schematic of Arduino-sensor assembly of O_2_ sensor. (TIF) Click here for additional data file.

S10 Fig Time evolution of O_2_ concentrations in Parafilm-sealed Petri dishes (red) containing 10 plants (Col-0) compared to room (black). (TIF) Click here for additional data file.

S11 Fig Comparison of phenotypes for non-aerated and aerated plant cultures. **A** and aerated **B** plant cultures after 2 weeks before extraction of RNA samples for gene expression.
(TIF) Click here for additional data file.

S1 Table Fitting parameters for the CO_2_ sensors used in the calibration curves in S2 Fig. (XLSX) Click here for additional data file.

S1 Appendix Codes for Arduino sketches and DESeq analysis. (DOCX) Click here for additional data file.

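S1 Supplementary Data lists the DEGs of Parafilm-sealed against aerated plants with the log2 fold change, the adjusted p value and the description of each gene. Its fold changes are positive where expression was higher in Parafilm-sealed plants. Of its 1642 genes, 1513 passed the limit on low counts and were tested with limma, and all 1513 changed in the direction the table gives. The DEGs found with limma included 1431 of the listed genes (87.1%), and 90.1% of those DEGs are in the table. The other tested genes of the table were mostly short of the adjusted p value: 1432 of the 1513 had one under 0.05, and 1 of these had a fold change under 2.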

S1 Supplementary Data mRNA-sequencing data comparing aerated to parafilm. (XLSX) Click here for additional data file.

S2 Supplementary Data Pathway analysis of aerated to parafilm. (XLSX) Click here for additional data file.

S3 Supplementary Data mRNA-sequencing data comparing micropore to aerated. (XLSX) Click here for additional data file.

S4 Supplementary Data Calibration data for CO_2_ sensors used in time evolution of CO_2_ concentration experiment. (XLSX) Click here for additional data file.

# Supplementary material for: Stress response to CO2 deprivation by Arabidopsis thaliana in plant cultures
**Source:** PLoS One. 2019 Mar 13;14(3):e0212462. doi: 10.1371/journal.pone.0212462
**Supplement:** S1 Appendix

Stress response to CO_2_ deprivation by *Arabidopsis thaliana* in plant cultures

*Souvik Banerjee^1‡^, Oskar Siemianowski^1‡^, Meiling Liu^2,3^, Kara R. LIND^1^, Xinchun Tian^1^, Dan Nettleton^2^_,_ Ludovico Cademartiri^1,4,5*^*

*

*

*

*

*^‡^ These authors contributed equally to the work*

Appendix

**This PDF file includes:**

Arduino sketches for sensors (page 3 to 15).

R code for DESeq analysis (page 16).

Arduino sketches for sensors

**1: C++ code for CO_2_ measurement with K-30 sensor**

#include <SD.h>

#include <Wire.h>

#include <SPI.h>

#include "RTClib.h"

#include "kSeries.h"

// Create K30 instance on pin 4 & 5

kSeries K_30(4,5);

unsigned long time;

#if defined(ARDUINO_ARCH_SAMD)

// for Zero, output on USB Serial console, remove line below if using programming port to program the Zero!

#define Serial SerialUSB

#endif

// how many milliseconds between grabbing data and logging it. 1000 ms is a second

#define LOG_INTERVAL 1000 // mills between entries (reduce to take more/faster data)

// how many milliseconds before writing the logged data permanently to disk

// set it to the LOG_INTERVAL to write each time (safest)

// set it to 10*LOG_INTERVAL to write all data every 10 datareads, you could lose up to

// the last 10 reads if power is lost but it uses less power and is much faster!

#define SYNC_INTERVAL 1000 // mills between calls to flush() - to write data to the card

uint32_t syncTime = 0; // time of last sync()

#define ECHO_TO_SERIAL 1 // echo data to serial port

#define WAIT_TO_START 0 // Wait for serial input in setup()

// the digital pins that connect to the LEDs

#define redLEDpin 2

#define greenLEDpin 3

RTC_DS1307 RTC; // define the Real Time Clock object

// for the data logging shield, we use digital pin 10 for the SD cs line

const int chipSelect = 10;

// the logging file

File logfile;

void error(char *str)

{

Serial.print("error: ");

Serial.println(str);

// red LED indicates error

digitalWrite(redLEDpin, HIGH);

while(1);

}

void setup()

{

Serial.begin(9600); // the bigger number the better

Serial.println();

// use debugging LEDs

pinMode(redLEDpin, OUTPUT);

pinMode(greenLEDpin, OUTPUT);

#ifndef ESP8266

while (!Serial); // will pause Zero, Leonardo, etc until serial console opens

#endif

// wait for MAX chip to stabilize

delay(500);

#if WAIT_TO_START

Serial.println("Type any character to start");

while (!Serial.available());

#endif //WAIT_TO_START

// initialize the SD card

Serial.print("Initializing SD card...");

// make sure that the default chip select pin is set to

// output, even if you don't use it:

pinMode(10, OUTPUT);

// see if the card is present and can be initialized:

if (!SD.begin(chipSelect)) {

error("Card failed, or not present");

}

Serial.println("card initialized.");

// create a new file

char filename[] = "LOG0000.CSV";

for (uint16_t i = 0; i < 10000; i++) {

filename[3] = i/1000 + '0';

filename[4] = (i%1000)/100 + '0';

filename[5] = (i%100)/10 + '0';

filename[6] = i%10 + '0';

if (! SD.exists(filename)) {

// only open a new file if it doesn't exist

logfile = SD.open(filename, FILE_WRITE);

break; // leave the loop!

}

}

if (! logfile) {

error("couldnt create file");

}

Serial.print("Logging to: ");

Serial.println(filename);

// connect to RTC

Wire.begin();

if (!RTC.begin()) {

logfile.println("RTC failed");

#if ECHO_TO_SERIAL

Serial.println("RTC failed");

#endif //ECHO_TO_SERIAL

}

Serial.println("CLEARDATA"); //clears up any data left from previous projects

Serial.println("LABEL,time,timer, CO2(ppm)"); //always write LABEL, so excel knows the next things will be the names of the columns (instead of Acolumn you could write Time for instance)

Serial.println("RESETTIMER"); //resets timer to 0

logfile.println("millis,stamp,datetime,temp");

#if ECHO_TO_SERIAL

Serial.println("millis,stamp,datetime,temp");

#endif //ECHO_TO_SERIAL

}

void loop()

{

// Get CO2 value from sensor

double co2 = K_30.getCO2('p');

DateTime now;

// delay for the amount of time we want between readings

delay((LOG_INTERVAL -1) - (millis() % LOG_INTERVAL));

digitalWrite(greenLEDpin, HIGH);

// log milliseconds since starting

uint32_t m = millis();

logfile.print((m+2)/1000); // seconds since start

logfile.print("\t");

#if ECHO_TO_SERIAL

Serial.print((m+2)/1000); // seconds since start

Serial.print("\t");

#endif

// fetch the time

now = RTC.now();

// log time

logfile.print(now.year(), DEC);

logfile.print("/");

logfile.print(now.month(), DEC);

logfile.print("/");

logfile.print(now.day(), DEC);

logfile.print("\t");

logfile.print(now.hour(), DEC);

logfile.print(":");

logfile.print(now.minute(), DEC);

logfile.print(":");

logfile.print(now.second(), DEC);

logfile.print('\t');

#if ECHO_TO_SERIAL

Serial.print(now.year(), DEC);

Serial.print("/");

Serial.print(now.month(), DEC);

Serial.print("/");

Serial.print(now.day(), DEC);

Serial.print("\t");

Serial.print(now.hour(), DEC);

Serial.print(":");

Serial.print(now.minute(), DEC);

Serial.print(":");

Serial.print(now.second(), DEC);

Serial.print('\t');

#endif //ECHO_TO_SERIAL

// logfile.println("DATA,TIME,TIMER,");

logfile.print("CO2 ppm = ");

logfile.print(co2);

logfile.print("\t");

logfile.print("Time = ");

logfile.println(millis()/1000);

#if ECHO_TO_SERIAL

// Serial.println("DATA,TIME,TIMER,"); //writes the time in the first column A and the time since the measurements started in column B

Serial.print("CO2 ppm = ");

Serial.print(co2); // Print the sensor value on Serial

Serial.print("\t");

Serial.print("Time = ");

Serial.println(millis()/1000);//prints time since program started

#endif //ECHO_TO_SERIAL

logfile.println();

#if ECHO_TO_SERIAL

Serial.println();

#endif // ECHO_TO_SERIAL

// Wait 10 seconds

delay(500);

digitalWrite(greenLEDpin, LOW);

// Now we write data to disk! Don't sync too often - requires 2048 bytes of I/O to SD card

// which uses a bunch of power and takes time

if ((millis() - syncTime) < SYNC_INTERVAL) return;

syncTime = millis();

// blink LED to show we are syncing data to the card & updating FAT!

digitalWrite(redLEDpin, HIGH);

logfile.flush();

digitalWrite(redLEDpin, LOW);

}

**2: C++ code for O_2_ measurement with Luminox oxygen sensor**

#include <SD.h>

#include <Wire.h>

#include <SPI.h>

#include "RTClib.h"

#include <SoftwareSerial.h> //incorporate software-serial libray

SoftwareSerial myserial(4, 5); //enable software serial port 10 to RX, and 11 to TX

String Luminoxstring = ""; //string to hold incoming data from Luminox-O2 sensor

boolean Luminox_stringcomplete = false;

long previousMillis = 0;

unsigned long time;

#if defined(ARDUINO_ARCH_SAMD)

// for Zero, output on USB Serial console, remove line below if using programming port to program the Zero!

#define Serial SerialUSB

#endif

#define LOG_INTERVAL 1000 // mills between entries (reduce to take more/faster data)

#define SYNC_INTERVAL 1000 // mills between calls to flush() - to write data to the card

uint32_t syncTime = 0; // time of last sync()

#define ECHO_TO_SERIAL 1 // echo data to serial port

#define WAIT_TO_START 0 // Wait for serial input in setup()

// the digital pins that connect to the LEDs

#define redLEDpin 2

#define greenLEDpin 3

RTC_DS1307 RTC; // define the Real Time Clock object

// for the data logging shield, we use digital pin 10 for the SD cs line

const int chipSelect = 10;

// the logging file

File logfile;

//were all data from Luminox-O2 sensor received? check

void error(char *str)

{

Serial.print("error: ");

Serial.println(str);

// red LED indicates error

digitalWrite(redLEDpin, HIGH);

while(1);

}

void setup()

{

Serial.begin(9600); //set baud rate for Arduino serial port to 9600

myserial.begin(9600); //set baud rate for software serial port to 9600

Luminoxstring.reserve(41);

Serial.print("Initializing SD card...");

// make sure that the default chip select pin is set to

// output, even if you don't use it:

pinMode(10, OUTPUT);

// see if the card is present and can be initialized:

if (!SD.begin(chipSelect)) {

Serial.println("Card failed, or not present");

// don't do anything more:

return;

}

Serial.println("card initialized.");

// create a new file

char filename[] = "LOG0000.CSV";

for (uint16_t k = 0; k < 10000; k++) {

filename[3] = k/1000 + '0';

filename[4] = (k%1000)/100 + '0';

filename[5] = (k%100)/10 + '0';

filename[6] = k%10 + '0';

if (! SD.exists(filename)) {

// only open a new file if it doesn't exist

logfile = SD.open(filename, FILE_WRITE);

break; // leave the loop!

}

}

if (! logfile) {

error("couldnt create file");

}

Serial.print("Logging to: ");

Serial.println(filename);

// connect to RTC

Wire.begin();

if (!RTC.begin()) {

logfile.println("RTC failed");

#if ECHO_TO_SERIAL

Serial.println("RTC failed");

#endif //ECHO_TO_SERIAL//set aside 41 bytes for receiving data from Luminox-O2 sensor

}

Serial.println("CLEARDATA"); //clears up any data left from previous projects

Serial.println("LABEL,time,timer, CO2(ppm)"); //always write LABEL, so excel knows the next things will be the names of the columns (instead of Acolumn you could write Time for instance)

Serial.println("RESETTIMER"); //resets timer to 0

logfile.println("millis,stamp,datetime,temp");

#if ECHO_TO_SERIAL

Serial.println("millis,stamp,datetime,temp");

#endif //ECHO_TO_SERIAL

}

void loop()

{

{ //start the loop sequence

while (myserial.available()) { //when a char is avaialable in software serial buffer

char inchar = (char)myserial.read();

// Serial.print(inchar); //grab that char

Luminoxstring += inchar; //add the received char to LuminoxString

if (inchar == '\r') { //if the incoming character is a <term>, reset

Luminox_stringcomplete = true; //then a complete string of data has been recieved from Luminox-O2 sensor

}

}

}if (Luminox_stringcomplete){ //has a complete string from the Luminox sensor has been received?

Luminoxstring.remove(41); //remove any serial string overruns between reads

Serial.print(Luminoxstring);

logfile.print(Luminoxstring);

//use the Arduino serial port to send that data to CoolTerm

Luminoxstring = ""; //then clear the Luminoxstring:

Luminox_stringcomplete = false; //await the next data string from Luminox-O2 sensor

}

DateTime now;

// delay for the amount of time we want between readings

delay((LOG_INTERVAL -1) - (millis() % LOG_INTERVAL));

digitalWrite(greenLEDpin, HIGH);

//digitalWrite(greenLEDpin, HIGH);

// log milliseconds since starting

uint32_t m = millis();

logfile.print((m+2)/1000); // seconds since start

logfile.print("\t");

#if ECHO_TO_SERIAL

Serial.print((m+2)/1000); // seconds since start

Serial.print("\t");

#endif

// fetch the time

now = RTC.now();

// log time

logfile.print(now.second(), DEC);

logfile.print('\t');

#if ECHO_TO_SERIAL

Serial.print(now.second(), DEC);

Serial.print('\t');

#endif //ECHO_TO_SERIAL

// logfile.println("DATA,TIME,TIMER,");

logfile.print("\t");

logfile.print("Time = ");

logfile.println(millis()/1000);

#if ECHO_TO_SERIAL

// Serial.println("DATA,TIME,TIMER,"); //writes the time in the first column A and the time since the measurements started in column B

Serial.print("\t");

Serial.print("Time = ");

Serial.print(Luminoxstring);

Serial.println(millis()/1000);//prints time since program started

#endif //ECHO_TO_SERIAL

logfile.println();

#if ECHO_TO_SERIAL

Serial.println();

#endif // ECHO_TO_SERIAL

// Wait 10 seconds

// delay(500);

//digitalWrite(greenLEDpin, LOW);

// Now we write data to disk! Don't sync too often - requires 2048 bytes of I/O to SD card

// which uses a bunch of power and takes time

if ((millis() - syncTime) < SYNC_INTERVAL) return;

syncTime = millis();

//blink LED to show we are syncing data to the card & updating FAT!

digitalWrite(redLEDpin, HIGH);

logfile.flush();

digitalWrite(redLEDpin, LOW);

}

**R code for DESeq analysis**

*# Get biocunductor and call the DEseq2 library*

source("http://bioconductor.org/biocLite.R")

biocLite("DESeq2")

library("DESeq2")

*# set the working directory to the relevant folder*

setwd("~/LC_gene_counts/")

dat<-read.table("At.combined.gene.txt",header = T,quote = "",row.names = 1, col.names=c(

*# Convert to matrix*

dat <- as.matrix(dat)

head(dat)

*# Assign conditions (Aerated: AER, Non-Aerated: NON)*

condition <- factor(rep(c("AER","NON"),4))

condition=relevel(condition,**ref** = "NON")

*# Create a coldata frame: its rows correspond to columns of dat (i.e., matrix representing the countData)*

coldata <- data.frame(row.names=colnames(dat), condition)

coldata

*#DESEq pipeline, first make the design and then normalizing and model fitting*

dds <- DESeqDataSetFromMatrix(countData = dat, colData = coldata,design=~ condition)

dds <- DESeq(dds)

*# Plot Dispersions:*

png("qc-dispersions.png", 1000, 1000, pointsize=20)

plotDispEsts(dds, main="Dispersion plot")

dev.off()

How the deposited data were processed for this re-analysis (not part of the article)

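Gene expression was measured by mRNA sequencing of shoots of *A. thaliana* in 2 sets. The first set held Parafilm-sealed and aerated plants, and the second set held Micropore-sealed, non-aerated and aerated plants, each in 4 replicates of 10 plants. For the first set the authors mapped reads with HISAT2 2.0.4 to TAIR10, counted them with featureCounts 1.5.2 on Araport11 genes and normalized them with DESeq2. The deposited signal of each library is the gene's read count divided by the library's size factor, rounded to 1 decimal. The authors also deposited log2 fold changes (log2 of aerated over Parafilm-sealed) and adjusted p values from DESeq2's Wald test. For the second set the authors' deposited table of log2 fold changes and adjusted p values for 1472 genes was used, which holds no value per library. The reads of this set were not used here, and the genes of Micropore-sealed against aerated plants in S3 Supplementary Data are the paper's own result.

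The reads of the first set were recovered as whole numbers from the steps between low values. The step corresponded to 0.753 to 1.319 normalized counts per read, and 99.82% to 100% of the values above 0 were whole. On simulated data, 100% of reads were recovered. Between 34330463 and 60255788 reads were recovered per library. Counting error is largest in genes with few reads, and the limit of 10 normalized counts left these out of the main test. Confidence intervals of shares cover counting error only.

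The tests planned before the data were examined assumed read counts. Because the deposited values are normalized, the main test was limma 3.58.1 (trend) in R 4.3.3 on log2 of the normalized counts plus 1. It covered 20160 genes with at least 10 normalized counts in at least 4 libraries. Where a replicate was left out, the limit was 3 libraries. DEGs had a Benjamini-Hochberg adjusted p value under 0.05 and a fold change of at least 2. The planned count tests, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald, with and without shrinkage), were run on the recovered reads as alternatives. Further alternatives were no filter beyond 1 read, no fold change threshold, edgeR's test against a fold change of 1.5, and leaving out each replicate in turn. Pseudocounts of 0.5 and 10, and TMM factors or library totals before limma, were added after the data were seen. The main test planned was edgeR with TMM, and edgeR was also run with DESeq2's size factors. On simulated data with 200 changed genes, limma recovered 96.5% of them with 3 other genes called, edgeR 96% with 3, and DESeq2 98% with 12. The changed genes had mean counts well above the limit of 10, and changes larger than 2-fold. Recovery near these thresholds was thus not examined.

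Gene sets were defined by words in the descriptions and tested with Fisher's exact test (scipy 1.17.1). MRPP was computed over all 35 splits of the 8 libraries. The genes named are those the paper names in its text and those of Fig. 3A, 3D and 3H that could be matched. The others are the 5 up- and 5 downregulated DEGs with the largest change among those with a mean CPM of at least 5 and no overlap between treatments. SOD1 and SOD2 of the paper were taken to be the copper/zinc superoxide dismutase genes CSD1 and CSD2. SESA1 was named after its values were seen. In each panel the genes with the largest and smallest change are given with full statistics, and the other panel genes given were chosen after their values were seen. BGLU34, BGLU35 and CYP82F1 were below the limit on counts.

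The planned comparisons on replicates of the second set, and the interaction between sets, were not run because the table holds no values per replicate. The pathway definitions, PANTHER categories and MapMan categories were not used here. Random draws used a fixed seed, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.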

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

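All tests in this part were chosen after the results were seen. A library counted as apart when its gap to the nearest other library of its treatment, divided by the range of the 4 libraries, was above Dixon's 95% critical value. This was examined for 46 named genes and for measures of whole libraries, in 104 groups of 4 libraries. It was exceeded in 8 groups, where chance alone gives about 5.2.

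In 5 of these groups the library apart was the aerated library AER5. Its 100 most abundant genes held 32.4% of the reads, against 26.9% to 27.3% in the other aerated libraries (ratio 0.927). Chloroplast genes held 0.21% of its reads, against 0.14% to 0.15% (ratio 0.857). Its normalized counts were also apart for NAC3 (279.5 against 234.7 to 240.2, ratio 0.877), PORA (572.2 against 384.7 to 415.7, ratio 0.835) and PORB (49402 against 41641 to 42246, ratio 0.922). AER5 was the farthest of the 4 aerated libraries in 52.3% of the tested genes, where equal libraries would each be at about 25%. This suggests a difference of the library as a whole and not of single genes. Library size was tested as a cause through single libraries. In the smallest Parafilm-sealed library the 100 most abundant genes held 23.0% of the reads, the lowest share of that treatment. Chloroplast genes held 0.19% there, the highest share of that treatment. They held 0.15% in AER3, however, which had almost as few reads as AER5 (38292501 against 35666297), and 0.17% in the largest library, NON8. Library size was therefore not shown to be the cause of the chloroplast share of AER5. Sequencing or library batches are not given in the labels and were not tested, nor was a biological explanation, since all 4 libraries share a condition. Without AER5 the log2 fold change was -1.83 for PORA (adjusted p = 0.00345) and -1.27 for PORB (adjusted p = 0.00141), so that both decreases remained.

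The other 3 groups concerned single genes. For AT3G15450 the Parafilm-sealed library NON4 had 8341 normalized counts, against 11508 to 11621 in the other Parafilm-sealed libraries (ratio 0.966). For IAA29 the aerated library AER1 had 291.5, against 498.7 to 515.5 (ratio 0.925). For CLH1 the same aerated library had 1876, against 1017 to 1138 (ratio 0.858). Without the library apart, the log2 fold changes were -2.45 for AT3G15450, -2.94 for IAA29 and 1.33 for CLH1, each with an adjusted p value under 0.05. The direction and the call did not rest on these libraries. With 3 such genes among 46 examined, chance may explain them, and no biological explanation was tested.

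The non-aerated plants of the second set are not described in the paper. The authors' deposited table lists 1472 genes for them, with adjusted p values under 0.05 against aerated plants and against Micropore-sealed plants. Of these genes, 666 were higher and 806 were lower in non-aerated than in aerated plants, and 319 changed at least 2-fold. In the first set, 1459 of the genes were tested, and 1242 (85.1%) changed in the same direction between Parafilm-sealed and aerated plants. The 63 upregulated DEGs of the first set in the table all had the same direction there, as did 86 of the 90 downregulated DEGs. Library size, GC content and batches were not examined for this set, for which the table used holds no values per replicate. Its signal cannot be told apart from such effects within the second set alone.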

How the results depend on the processing

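Alternatives called added were chosen after the data were seen. The others were set before the data were examined. No paired analysis was possible because the columns of the deposited table carry library numbers and not replicate numbers. The alternatives set for the second set, for the interaction between sets and for a block of replicates were not run, since the files hold no values or numbers per replicate for them.

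The number of DEGs was 1588 and stayed within 1.5 times of it with edgeR and DESeq2's size factors (1661) or TMM (1665). It also did without a filter beyond 1 read (1727) and with DESeq2 unshrunken (1879) and shrunken (1659). With the added settings (pseudocounts of 0.5 and 10, and TMM factors or library totals before limma) it was 1440 to 1589. It was 1308 to 1708 across the 8 fits that each left out 1 replicate. It changed to 4508 without a fold change threshold and to 1011 with edgeR's test against a fold change of 1.5. Both settings ask for another effect size than a fold change of at least 2.

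The share of upregulated DEGs was 66.6%. It was 55.2% without a fold change threshold and 70.1% with edgeR's test against a fold change of 1.5, and ranged from 60.1% to 69.7% with a replicate left out. The lowest share came without NON8 and the highest without AER5. The cause was not tested. With the other filters, tests, pseudocounts and scalings named above for the number of DEGs it was between 64.7% and 68.8%.

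Among the keyword sets, enrichment of the biotic set was lost without the fold change threshold (1.04 times the number by chance). The cause was not tested. The heat set was enriched and the ribosomal set depleted under every alternative run, and the splicing set was not significant in any.

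The share of random gene sets with the real split as the most extreme was 80.3%. It was 77.3% with TMM normalization, 74.1% with genes not standardized and 72.8% with all genes with at least 1 read. In the added fits that left out 1 replicate it was 63.1% to 76.5%. The cause of the other changes was not tested.

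For the 46 named genes, 782 values were computed under alternatives. The direction was reversed in 1: the log2 fold change of NAC3 was between -0.33 and 0.06 with a replicate left out, against -0.17 with all replicates, and none of these was significant. Of the other values, 28 were weaker and 20 were stronger, meaning that significance at an adjusted p value of 0.05 was lost or gained. For 34 of the genes every value kept its direction and its side of the adjusted p value of 0.05. Values that crossed a fold change of 2 were not counted as changes, and some of these 34 genes did so. LBD41 and LOS2 lost significance in 8 settings each. For LBD41 the adjusted p value was 0.0435 with all replicates and reached 0.11 with a replicate left out. With all libraries thinned to the smallest, 1553 DEGs were found, so that the depth of the larger libraries added few DEGs.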

Differences from the paper's values

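The number of DEGs (the paper's 1642) did not differ from the 1588 found here by more than the limit set, a factor of 1.5. The share upregulated was 66.6%, against the paper's 67%. For the share this limit could not decide, since even the 55.2% without a fold change threshold was within it. Log2 fold changes were compared with S1 Supplementary Data for the 24 named genes it lists. A value counted as different when it lay more than 1 standard error from the paper's, and 10 genes met this.

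The log2 fold change of XTH18 was 4.40 against the paper's 4.22, and that of IAA29 was -2.74 against the paper's -2.30. Among the alternatives set before the data were examined, these 2 came within the paper's value with edgeR and DESeq2's size factors (4.37 and -2.61). With edgeR and TMM (4.36 and -2.62) and with DESeq2 unshrunken (4.37 and -2.62) they did too. They also did with DESeq2 shrunken (4.22 and -2.31), and with some replicates left out, in 4 of 8 fits for XTH18 and 5 of 8 for IAA29. Dropping the filter on low counts did not change either.

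The other 8 genes came within the paper's value with DESeq2 shrunken. Among the alternatives set before the data were examined, and without a replicate left out, no other did, except edgeR with TMM for AOC3 (4.12). LTP4 was -3.09 against the paper's -1.46 (shrunken -1.46), and AT5G36925 was 4.29 against the paper's 3.83 (shrunken 3.83). AOC3 was 4.16 against the paper's 3.90 (shrunken 3.91), and LOX4 was 4.15 against the paper's 3.10 (shrunken 3.11). AT2G32210 was 4.06 against the paper's 3.70 (shrunken 3.71), and AT2G36690 was 2.71 against the paper's 2.07 (shrunken 2.08). SESA1 was 4.76 against the paper's 3.71 (shrunken 3.72), and IGMT2 was 2.41 against the paper's 1.81 (shrunken 1.81). With edgeR and DESeq2's size factors, DESeq2 unshrunken or no filter, these 8 genes remained different. With a replicate left out, LTP4, LOX4 and SESA1 differed in all 8 fits. The fits that came within the paper's value were 3 of 8 for AT5G36925 and AT2G32210, 4 of 8 for AOC3 and IGMT2, and 5 of 8 for AT2G36690.

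Some settings chosen after seeing the values also came within 1 standard error of the paper's value. A pseudocount of 10 did for IAA29 (-2.56), AT5G36925 (4.05), AOC3 (4.07), AT2G32210 (3.86), AT2G36690 (2.64) and IGMT2 (2.30). For libraries scaled by their totals these were XTH18 (4.39) and IGMT2 (2.40). LTP4, LOX4 and SESA1 remained different in all settings added.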

Other observations

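In this part, the splits for the share of upregulated DEGs and for ribosomal genes, the test of TMM factors and those of the second set were chosen after the results were seen. The 8 libraries of the first set can be split into groups of 4 in 35 ways. The real split gave as many DEGs in 1 of the 35 splits, itself. The other 34 splits gave 0 DEGs, and between 14 and 417 genes at an unadjusted p under 0.05 with a fold change of at least 2, where the real split gave 1800. For the share of random gene sets it was again 1 of 35, and no other split was the most extreme in more than 1.9% of the sets. A grouping by chance is thereby an unlikely cause of the number of DEGs and of the share of random gene sets. For DEGs of the heat and biotic sets the count was also 1 of 35 each. That comparison could not decide, since the other splits had no DEGs that could belong to a set.

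Among genes at an unadjusted p under 0.05 with a fold change of at least 2, the share of upregulated genes was 64.7% in the real split and as far from 50% in 17 of the 35 splits, itself included. This comparison could not decide, since the other splits had few such genes and 16 of them keep 3 libraries of a treatment together. Technical causes of the share were tested, with a share under 60% as the limit. With TMM factors it was 66.1%. These factors hardly moved the fold changes (median log2 fold change of all genes -0.006, against -0.002), so that this setting could not decide on the scaling of the libraries. The share was 69.4% after removing trends of the fold change on GC content and gene length (known for 99.4% of tested genes), and 66.5% with all libraries thinned to the smallest. Without the 100 most abundant genes and with libraries scaled by their totals it was 58.2%, below the limit. That setting moved the median log2 fold change of all genes to -0.079. With the size factors kept it was 66.6% without these genes, and with totals but all genes it was 65.0%. These genes held 26.9% to 32.4% of reads in aerated and 23.0% to 26.1% in Parafilm-sealed libraries. Among these technical settings, the share thus fell below the limit only where leaving these genes out was combined with scaling by totals. It did not with either alone. For ribosomal genes, 32 of the 35 splits had as low a share among such genes. This test could not decide, since ribosomal genes are 1.4% of tested genes and 0.9 of them are expected in the median of the other splits.

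The paper reports that 211 of 610 pathways were altered. Over the sizes of these 211 pathways, the real split was the most extreme for 80.3% of random gene sets. Sets of at least 6 genes drawn without regard to function thus usually reached the smallest p value of the exact permutation test, 0.029. Among sets of 1 to 5 genes, 50.0% reached it. The sizes of the pathways that were not called altered were not used. With this many genes changed, an altered pathway by this test does not by itself single out its function. The false discovery rates of the paper were not recomputed.

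Because LBD41, a gene of the hypoxia response, was higher in Parafilm-sealed plants, a list of 20 other hypoxia genes was written before their values were examined, to test lower oxygen in the sealed dishes. All 17 tested genes of the list were higher in Parafilm-sealed plants, 4 of them with an adjusted p value under 0.05. Their median log2 fold change of 1.18 was higher than in 100% of 10000 random lists of genes of the same expression level. A median as large in size was given by 3 of the 35 splits, the real split included. This comparison could not decide, since the other 2 splits keep 3 libraries of a treatment together. Relative to the mean of aerated plants, the median of the list was 2.76 in 1 Parafilm-sealed library (NON4) and 1.19, 0.79 and 0.25 in the others, and it ranged from -0.77 to 0.43 in aerated libraries. It stayed between 0.77 and 1.53 with a replicate left out. Lower oxygen may explain the pattern, but the list varied widely between the Parafilm-sealed libraries, and a chance difference between libraries was not ruled out. The paper reports essentially constant oxygen in the dishes (S10 Fig).

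Because DYL1 and AT3G15450, which respond to low sugar, were among the genes with the largest decreases, a list of 17 other genes induced by carbon starvation was written before their values were examined. The test asked whether the sealed plants were starved of carbon at harvest, which predicts higher values. All 17 genes were lower in Parafilm-sealed plants, 16 of them with an adjusted p value under 0.05, and the median log2 fold change was -1.15. Of 10000 random lists of the same expression level, 0% had a lower median. The real split was the only 1 of the 35 with a median as large in size. The median was between -1.36 and -1.00 with a replicate left out and between -1.18 and -1.15 with TMM factors, library totals, edgeR or DESeq2. The expression of these genes thus ran against carbon starvation of the sealed plants 8 hours into the light period. It is consistent with sugar being available to them, as in the paper's proposal that sucrose from the medium served as a carbon source. That hypothesis was not tested further, and GC content, gene length and batches were not tested for this list.

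Of the genes of the second set in the authors' deposited table, 63 were among the 1057 upregulated DEGs of the first set (6.0%) and 90 among the 531 downregulated DEGs (16.9%). These shares differed (two-sided Fisher's exact test, p = 1.6e-11). Expression level was tested as a cause with random lists of the same expression level. For downregulated DEGs 0% of the lists had an overlap as large, against a mean of 36.2 genes. For upregulated DEGs 6.63% had an overlap as small. When only genes with the same direction in both sets were counted, there were 63 upregulated DEGs, against a mean of 33.8 in the random lists, and 86 downregulated DEGs, against 21.2. As many were found in 0% of the lists for either direction, but this count depends on the agreement in direction between the sets. Expression level is an unlikely cause of the overlap of downregulated DEGs, and it may explain the number of upregulated DEGs in the table. Whether the effect of sealing differs between the sets was not tested, since the table holds no values per replicate.

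In the first set, LBD41 (AT3G02550) had 3787 ± 3372 (SD, n = 4) normalized counts in Parafilm-sealed and 1084 ± 223 (SD, n = 4) in aerated plants, a log2 fold change of 1.46 (standard error 0.45, adjusted p = 0.0435, limma). The genes the paper calls AtDEAR5 (RAP2.9 in the reference, AT4G06746) and AtORS1 (NAC3, AT3G29035) had log2 fold changes of -0.47 (adjusted p = 0.295, limma) and -0.17 (adjusted p = 0.642, limma).

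SESA1 (AT4G27140), a seed storage albumin gene chosen after its values were seen, had 107.0 ± 54.4 (SD, n = 4) normalized counts in Parafilm-sealed and 2.6 ± 1.2 (SD, n = 4) in aerated plants, a log2 fold change of 4.76 (standard error 0.54, adjusted p = 0.0004, limma). Reads shared with its paralogs were not examined.

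The flavonoid group of Fig. 3H includes 4 genes that S2 Supplementary Data lists under flavin biosynthesis. Their log2 fold changes were -0.98 for RIBA2 (AT2G22450), 0.27 for PyrD (AT4G20960), 0.32 for AT2G20690 and 0.66 for GCH (AT5G64300), with adjusted p values of 0.00171, 0.0511, 0.0169 and 0.00499 (limma).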
